# A Topological Cluster of Differentially Regulated Genes in Mice Lacking PER3

**DOI:** 10.3389/fnmol.2020.00015

**Published:** 2020-02-13

**Authors:** Daan R. Van der Veen, Emma E. Laing, Sung-Eun Bae, Jonathan D. Johnston, Derk-Jan Dijk, Simon N. Archer

**Keywords:** mouse, circadian, topological associating domain, metabolism, transcriptome

## Abstract

Polymorphisms in the human circadian clock gene *PERIOD3* (*PER3*) are associated with a wide variety of phenotypes such as diurnal preference, delayed sleep phase disorder, sleep homeostasis, cognitive performance, bipolar disorder, type 2 diabetes, cardiac regulation, cancer, light sensitivity, hormone and cytokine secretion, and addiction. However, the molecular mechanisms underlying these phenotypic associations remain unknown. *Per3* knockout mice (*Per3^–/–^*) have phenotypes related to activity, sleep homeostasis, anhedonia, metabolism, and behavioral responses to light. Using a protocol that induces behavioral differences in response to light in wild type and *Per3^–/–^* mice, we compared genome-wide expression in the eye and hypothalamus in the two genotypes. Differentially expressed transcripts were related to inflammation, taste, olfactory and melatonin receptors, lipid metabolism, cell cycle, ubiquitination, and hormones, as well as receptors and channels related to sleep regulation. Differentially expressed transcripts in both tissues co-localized with *Per3* on an ∼8Mbp region of distal chromosome 4. The most down-regulated transcript is *Prdm16*, which is involved in adipocyte differentiation and may mediate altered body mass accumulation in *Per3^–/–^* mice. eQTL analysis with BXD mouse strains showed that the expression of some of these transcripts and also others co-localized at distal chromosome 4, is correlated with brain tissue expression levels of *Per3* with a highly significant linkage to genetic variation in that region. These data identify a cluster of transcripts on mouse distal chromosome 4 that are co-regulated with *Per3* and whose expression levels correlate with those of *Per3*. This locus lies within a topologically associating domain island that contains many genes with functional links to several of the diverse non-circadian phenotypes associated with polymorphisms in human PER3.

## Introduction

The circadian timing system defines biological timing and its synchronization to the environmental 24-h light/dark cycle. The central pacemaker in the suprachiasmatic nuclei (SCN) of the hypothalamus entrains to environmental cues and synchronizes peripheral clocks in tissues and organs to regulate 24-h rhythms in physiology and behavior. A set of highly conserved circadian clock genes and their products interact in the molecular feedback loops that determine circadian clock function (Archer and Oster, 2015).

The *Period3* (*Per3*) gene is a component of the circadian clock. Its presence is not required for central circadian clock function, although absence of PER3 in mice has subtle effects on the circadian period of locomotor activity, and larger effects on the period of circadian gene expression in *ex vivo* dissociated SCN cells and peripheral organ cell cultures (Shearman et al., 2000; Bae et al., 2001; Pendergast et al., 2012; Ramanathan et al., 2014). Absence of functional PER3 protein in *Per3* knock out mice (*Per3^–/–^*) has also been associated with reduced inhibition by light of locomotor activity (negative masking), and changes in the overall amount of locomotor activity and sleep homeostasis (van der Veen and Archer, 2010; Hasan et al., 2011).

We have shown that a primate-specific, variable number, tandem repeat (VNTR), coding region polymorphism in human *PER3* is associated with diurnal preference, delayed sleep phase disorder, sleep homeostasis, increased body mass index (BMI) in people who sleep late during work days, cognitive performance, fMRI-assessed brain activity, lower intelligence in people with long sleep duration during work days, and cardiac regulation (Archer et al., 2003; Viola et al., 2007, 2012; Groeger et al., 2008; Vandewalle et al., 2009, 2011; Lazar et al., 2012; Lo et al., 2012). Others have reported associations with bipolar disorder (Benedetti et al., 2008), schizophrenia (Karthikeyan et al., 2014a), white matter integrity (Bollettini et al., 2017), type 2 diabetes (Karthikeyan et al., 2014b), cancer (Alexander et al., 2015), light sensitivity (Chellappa et al., 2012), hormone secretion (Wirth et al., 2013), cytokine secretion (Guess et al., 2009), and addiction (Zou et al., 2008). In addition, we have also shown that transgenically humanizing mouse *Per3* with the VNTR polymorphism phenocopies some aspects of human sleep homeostasis such as increased theta power during wake and delta power during sleep (Hasan et al., 2014). Thus, PER3 is associated with a wide range of phenotypes, but the molecular mechanisms underlying these pleiotropic effects remain unknown.

Because *Per3* is a circadian clock gene that has been associated with light-dependent phenotypes, here we characterized differential gene expression between wild type and *Per3^–/–^* mice in hypothalamic and whole eye tissue during an ultradian light/dark protocol that produced different behavioral responses in the genotypes. Many transcripts that were differentially expressed in *Per3^–/–^* mice localized to a cluster of genes around *Per3* on distal chromosome 4. Expression quantitative trait loci (eQTL) analyses identified strong linkage between *Per3* expression and genetic variation within the same distal chromosome 4 cluster and high correlation between *Per3* expression and the expression of genes within the cluster. Differentially expressed transcripts were related to non-circadian functions including sleep homeostasis and identify genetic targets that might underlie some of the diverse phenotypes associated with *PER3*.

## Materials and Methods

### Animals

Male *Period3* knockout mice (*Per3^–/–^*) (Shearman et al., 2000) and their wild-type (WT) litter mates on a C57Bl/6J background were bred at the University of Surrey, as described previously (van der Veen and Archer, 2010). Genotyping was performed as previously described (Shearman et al., 2000). Throughout all experiments, mice were kept under controlled environmental conditions [20–22°C ambient temperature, 55 ± 10% relative humidity, light intensity at cage bottom was ∼170 mW/m^2^ (∼50 lux)]. All experimental procedures were approved by the University of Surrey Animal Ethics Committee and carried out under a United Kingdom Home Office License.

### Animal Experiments

To investigate differential gene expression between WT and *Per3^–/–^* mice, animals were subjected to an ultradian light/dark paradigm that we have previously published (van der Veen and Archer, 2010). Male, adult WT and *Per3^–/–^* mice [*N* = 8 per genotype, age = 66.0 ± 3.4 days (mean ± SEM)] were individually housed in running wheel cages in a 12 h light/12 h dark cycle (LD 12:12) for 10 days. Mice were subsequently exposed to 17 cycles of an LD 3.5:3.5 starting at lights-on on day 11. In the second hour of the last ultradian light cycle, mice were killed by cervical dislocation and tissue (brain and whole eye) was collected in RNAlater stabilization reagent (Qiagen, United Kingdom) and frozen at −80°C until further analysis. Running wheel data were collected throughout the experiment (ClockLab, Actimetrics, Wilmette, IL, United States) and used to confirm previously observed significant attenuation of behavioral suppression by light in *Per3^–/–^* mice (van der Veen and Archer, 2010).

To investigate genotype differences in body mass accumulation, normal diet-fed male WT and *Per3^–/–^* mice were individually housed under LD 12:12 at 4 weeks of age [28.0 ± 0.9 days (mean ± SEM)] and switched to either a 10 kcal% (control) or 45 kcal% (high) fat diet (D12450B and D12451, respectively, Research Diets, Inc., NJ, United States). The LD 12:12 cycle was advanced by 4 h every 7 days (Davidson et al., 2006), and this protocol was continued for 14 weeks. Body mass and food consumption was established twice per week (*N* = 8 per genotype, per diet). Body mass data for two WT mice on high fat diet was removed from the analysis due to instability of body mass during the protocol. Data was statistically tested using Proc MIXED in SAS (Cary, NC, United States).

### Tissue Specific Differential Gene Expression

The whole-genome transcriptome was quantified by microarrays as previously described (Hasan et al., 2014). In short, for both *Per3^–/–^* and WT mice (*N* = 8 per genotype) mRNA was purified from a frozen block of hypothalamic tissue and whole eye using the RNeasy Mini Kit (Qiagen, United Kingdom). Hypothalamic blocks were prepared by placing the frozen brain on ice, and then ventral to dorsal cutting a square (∼2 × 2 mm) boxed around the optic chiasm in the horizontal plane [starting at 0.02 mm caudal to Bregma in Paxinos and Franklin (2001)], trimmed to a depth of ∼2 mm. This block included the SCN of the hypothalamus. RNA quantity was measured spectrophotometrically (Nanodrop, Thermo Fisher Scientific, Waltham, MA, United States) and integrity was quality controlled using an Agilent Bioanalyzer (Agilent Technologies United Kingdom Limited, United Kingdom). RNA was used to prepare labeled cRNA, which was hybridized to Agilent Whole Mouse Genome slides (60 mer, 4 × 44K features), and array features were extracted using Agilent Feature Extraction Software (Agilent Technologies). The results of these array data have been made publically available at the NCBI Gene Expression Omnibus database. Expression levels were analyzed using GeneSpring version 12 (Agilent Technologies). Differential expression of probes and genes was quantified both as the fold change expression between genotypes, and significantly differential expression between genotypes were identified using unpaired *T*-Tests with an asymptotic *P*-value computation with Benjamini–Hochberg correction for multiple testing. As a second approach to identify differential gene expression between WT and *Per3^–/–^* mice, we applied the RankProdIt analysis, as described previously (Laing and Smith, 2010). One sample for *Per3^–/–^* whole eye was removed due to hybridization errors.

### Quantitative PCR

Male, adult WT and *Per3^–/–^* mice [*N* = 8 per genotype, age = 65.0 ± 1.6 days (mean ± SEM)] were individually housed in running wheel cages in an LD 12:12 for 19 days, after which they were exposed to constant darkness. On the second day of constant darkness (DD), three mice per genotype were culled every 4 h at circadian time (CT) 0, 4, 8, 12, 16, and 20 (CT0 = time of previous lights on). Mice were killed by cervical dislocation and tissues were harvested in RNAlater stabilization reagent (Qiagen, United Kingdom) and frozen at −80°C until further analysis. RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. For each sample, the relative levels of expression of *Prdm16* and housekeeping gene large ribosomal protein subunit P0 (*Rplp0*) were measured using Taqman qPCR and quantified using the delta delta CT method. The qPCR primers and probe for each gene are shown in Supplementary Table S1.

### Expression Quantitative Trait Loci Analyses

eQTL were computed with the use of GeneNetwork^1^ (Mulligan et al., 2017). In GeneNetwork there are six record ID options to select that target different regions of *Per3* mRNA. Gene Network recommends selecting a record ID that targets an exonic region so for the analyses presented here, we selected record 1421086_at, which targets the last three exons and proximal 3′ UTR of *Per3*. eQTLs for *Per3* in the mouse BXD RI family were mapped for Brain mRNA [UCHSC BXD Whole Brain M430 2.0 (Nov06) RMA (Saba et al., 2006)], Eye mRNA [Eye M430v2 (Sep08) RMA], and Liver mRNA [GSE16780 UCLA Hybrid MDP Liver Affy HT M430A (Sep11) RMA (Bennett et al., 2010)]. Using the GeneNetwork mapping tool, we computed the likelihood ratio statistics (LRS score) for 1421086_at using interval mapping (1000 permutations). We next computed the sample correlations to establish the top 500 correlated (Pearson’s *R*) expression regions of 1421086_at for the eye mRNA dataset, and the chromosomal locations of the their maximal LRS locations. We established the gene location of the specific transcripts that have a maximal LRS in one of five chromosomal regions with maximal LRS counts > 50, and for each of the five groups calculated whether the number of linked genes per chromosome were more, or less than expected: Expected per chromosome = (# genes chromosome/# genes genome) × # genes in cluster; Fraction of expected = (observed per chromosome/expected per chromosome) − 1.

### Bioinformatics

Gene ontology (GO) enrichment for biological processes and molecular functions associated with gene expression data was performed using Webgestalt 2019 (Zhang et al., 2005; Liao et al., 2019). We performed over representation analysis with the geneontology database using mouse gene symbol annotation and the mouse genome as a reference. *P* values were Benjamini–Hochberg corrected and a false discovery rate (FDR) of <0.05 was used to select significant terms. Gene/protein interaction networks for differentially expressed genes were generated using STRING v11 with the confidence of interaction set to “high.” Unconnected nodes in the generated networks were not displayed. For the topologically associating domain (TAD) analysis, we used the Hi-C browser at Penn State University^2^. Mouse assembly mm9 was used together with mouse cortex Hi-C data (Dixon et al., 2012) at a resolution of 40 kb.

## Results

### Differential Gene Expression in the Eye and Hypothalamus of *Per3^–/–^* Mice

To investigate the contribution of *Per3* to molecular pathways that could underlie some of its diverse associated phenotypes, we performed transcriptomic analysis of hypothalamic and whole eye tissue from WT and *Per3^–/–^* mice. 

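RNA from the hypothalamic block of 8 wild-type (WT) and 8 knockout mice and from the whole eye of 7 WT and 7 knockout mice was measured on Agilent arrays of 60-mer probes with 1 label (Cy3), with 1 array per mouse and tissue and no pooled samples. No array of the eye of WT mouse 2 and of knockout mouse 1 is among the data analysed here. The authors extracted an intensity per spot with Agilent's software, which subtracts the background, and then deposited log2 values relative to the 75th percentile of each array and centred on the median of each probe over the arrays of the tissue. The values given here start from the background-subtracted intensities and were made by taking log2 and subtracting the array's 75th percentile, without the centring, so a value of 0 is the 75th percentile of its array. Spots that the scanner software marked as uneven or as outliers were left out, which removed 81 signals in the eye and 33 in the hypothalamus. The 75th percentile of the intensities lay between 1408 and 2207 (median 1784) on the WT and between 1568 and 2162 (median 1871) on the knockout arrays of the hypothalamus, and between 1243 and 1615 (median 1350) on the WT and 1131 and 1644 (median 1418) on the knockout arrays of the eye. On each array, between 67.9% and 80.7% of the 41174 probes were well above background by the scanner software's own test. Genotypes were compared probe by probe within each tissue with limma, with Benjamini-Hochberg adjustment over all 41174 probes, and the number of arrays limits the precision. The arrays of each tissue lay on 4 slides, each with mice of both genotypes. Positions are those in the array files, on mouse assembly mm9.
The targeted gene, Per3, has 1 probe on the array (A_51_P258493, chromosome 4, 150379256 to 150379315), which was well above background on every array of both genotypes. In the hypothalamus its log2 signal was -3.46 ± 0.15 (SD, n = 8) in WT and -3.97 ± 0.21 (SD, n = 8) in knockout mice. The log2 fold change was -0.51 (standard error 0.09, adjusted p = 0.067 from limma), and 7 of 8 knockout mice lay below every WT mouse (two-sided exact permutation test, p = 0.00031). In the eye the log2 signal was -3.13 ± 0.39 (SD, n = 7) in WT and -3.58 ± 0.52 (SD, n = 7) in knockout mice, a log2 fold change of -0.45 (standard error 0.23, adjusted p = 1 from limma). Here 4 of 7 knockout mice lay below every WT mouse (two-sided exact permutation test, p = 0.092). The mean signal of both genotypes differed between the slides, and on each of the 4 slides of the eye the knockout mean lay below the WT mean, by 0.33 to 0.61. With the genotype labels permuted only within slides, a test chosen after the data were seen, the exact p was 0.0093 in the eye and 0.0015 in the hypothalamus.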

When mice are exposed to light during their active dark period, they reduce locomotor activity (negative masking) and we have previously shown reduced negative masking in *Per3^–/–^* mice compared to WT when exposed to an ultradian light/dark protocol (3.5 h light/3.5 h dark) (van der Veen and Archer, 2010). We therefore collected tissue samples from mice on the same ultradian protocol. Mice were kept on an LD 12:12 cycle for 10 days and then exposed to 17 cycles of LD 3.5:3.5. Tissues for transcriptomics were collected during the 17th ultradian light cycle, which corresponded to the prior circadian mid-active phase, a time when we previously saw the greatest behavioral difference between genotypes (Figure 1A). Analysis of wheel-running activity during the ultradian protocol (Figure 1B) confirmed our previous observation of reduced suppression of activity in *Per3^–/–^* mice during the ultradian light periods compared with WT (*P* < 0.001 for genotype^∗^time, *post hoc P* < 0.05).

**FIGURE 1:**
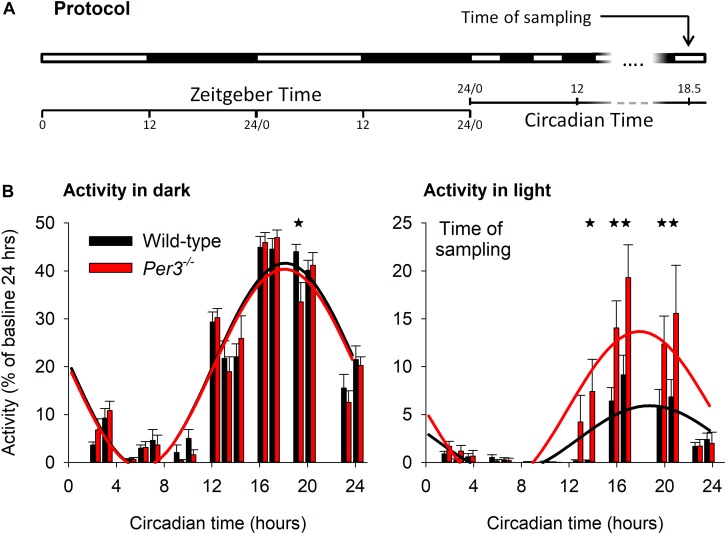
Ultradian light/dark protocol and activity behavior. Light-dark protocol of *Per3^–/–^* and WT mice **(A)**, indicating that mice were killed in the 17th ultradian light-dark cycle, corresponding to circadian time (CT) 18.5. **(B)** Group mean total behavioral activity in the dark (left) and light (right) as percentage of total activity in baseline during ultradian light-dark cycles, as a function of CT. Cosinor fits to activity (WT = black, *Per3^–/–^* = red) indicated significantly higher levels of activity during the light phase for *Per3^–/–^* mice, with maximal predicted differences in negative behavioral masking at the time of sampling. Please note that all asterisks are single but several adjacent time points are significant at the *P* < 0.05 level.

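In the hypothalamus, the genotype means of the log2 signal differed by more than 2-fold for 71 probes of 70 genes, 33 of them higher and 38 lower in knockout mice. All 71 are on the paper's list of 74 probes. Of the 71, 33 had an unadjusted p under 0.05 and 4 an adjusted p under 0.05 from limma, namely Prdm16, Slc2a5, AI428898 and 9330169L03Rik, and for each of these every one of the 8 knockout mice lay below every WT mouse. The signal of 57 of the 71 probes was well above background on at most 8 of the 16 arrays, while 10 were well above background on every array of at least 1 genotype. Background correction by normexp moved the count most, to 5 probes.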

Transcriptome analyses identified 74 probes in the hypothalamus (mapping to 67 annotated transcripts) that were differentially expressed > twofold between the genotypes, of which 35 were upregulated and 39 were downregulated (Supplementary Data File S1). 

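In the eye, 68 probes of 66 genes differed by more than 2-fold between the genotype means, 37 higher and 31 lower in knockout mice. Of these, 67 are on the paper's list of 75 probes. An unadjusted p under 0.05 was reached by 39 of the 68 and an adjusted p under 0.05 (limma) by 4, Prdm16, Slc2a5, Car6 and 9330169L03Rik, each lower in all 7 knockout mice than in any WT mouse. This probe of 9330169L03Rik (A_52_P683525) was not well above background on any eye array, so its difference compares background signals. At most 7 of the 14 arrays were well above background for 47 of the 68 probes, and 18 probes were well above background on every array of at least 1 genotype. With normexp the count was 5, and with only probes well above background on every array of a genotype it was 18. With group medians in place of means the count was 196. Leaving out 1 mouse at a time gave counts from 89 to 120, the highest without knockout mouse 4.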

In the eye, there were 75 probes (mapping to 71 annotated transcripts) that were differentially expressed > twofold between the genotypes (28 upregulated, 47 downregulated) (Supplementary Data File S1). By far the most down-regulated (>sevenfold) transcript in both hypothalamus and eye in *Per3^–/–^* was *Prdm16* (PR/SET domain 16), a transcriptional regulator that functions in adipose cell differentiation (Seale et al., 2007), neurogenesis (Baizabal et al., 2018), and transforming growth factor beta (TGFβ) signaling (Zeng et al., 2017).

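The Prdm16 probe (A_51_P514139, chromosome 4, from 153690234) was well above background on every array of both tissues. Its log2 signal in the hypothalamus was 0.39 ± 0.21 (SD, n = 8) in WT and -2.47 ± 0.30 (SD, n = 8) in knockout mice. The log2 fold change was -2.86 (standard error 0.13, adjusted p = 9.3e-09 from limma), a 7.26-fold difference. In the eye the log2 signal was 1.34 ± 0.15 (SD, n = 7) in WT and -2.80 ± 0.27 (SD, n = 7) in knockout mice, with a log2 fold change of -4.14 (standard error 0.12, adjusted p = 2.6e-10 from limma), a 17.6-fold difference. The difference in fold change between the tissues, eye minus hypothalamus, was -1.28 on the log2 scale (standard error 0.17, adjusted p = 0.0015 from limma with the mouse as a random block).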

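At an adjusted p under 0.05 from limma, 17 probes differed between genotypes in the hypothalamus, 3 higher and 14 lower in knockout mice, and 8 in the eye, all lower. Of these, 13 of the 17 and 4 of the 8 differed by less than 2-fold. The unpaired test named in the methods, applied to the same values with the same adjustment, gave 14 probes in the hypothalamus and 7 in the eye. The adjustment was over all probes. At an unadjusted p under 0.05 there were 1161 probes in the hypothalamus and 743 in the eye, where 2059 are expected by chance, and with the slide as a block there were 1518 and 1169. With normexp there were 3828 and 346, so this number depends on the background correction. Under normexp the median log2 fold change of all probes also moved, to -0.08 in the hypothalamus and 0.18 in the eye. In the main analysis it was -0.01 and 0.0.

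**Figure D1:**
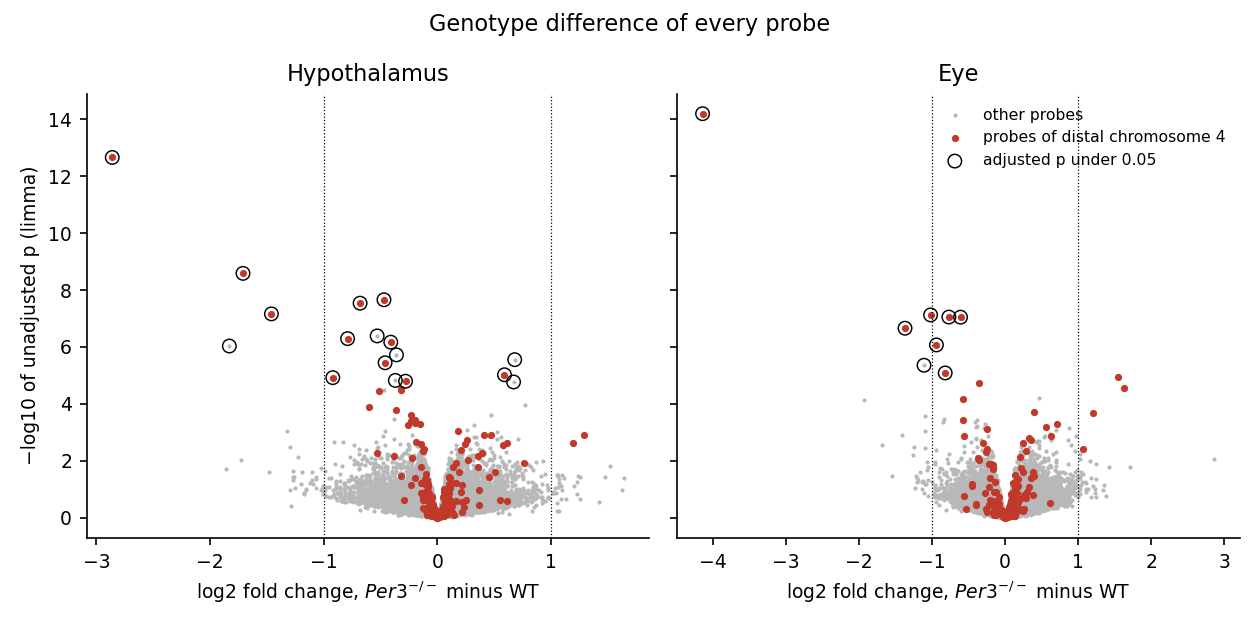
Log2 fold change (knockout minus WT, horizontal axis) against the -log10 unadjusted p from limma (vertical axis) for every probe in the hypothalamus and the eye. Probes of the distal region of chromosome 4 are red, dotted lines mark a 2-fold difference, and circles mark probes at an adjusted p under 0.05, 17 in the hypothalamus and 8 in the eye, and the Prdm16 probe lies at -2.86 and -4.14.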

Large average fold changes in expression may also have large variance in expression values and therefore insignificant *p* values and ranking probes according to corrected *p* values identified fewer differentially expressed transcripts. Conversely, small variance in expression values can give rise to significant *p* values but small associated fold changes. Thus, either approach applied on its own can fail to detect biologically relevant differential gene expression. We therefore also applied an approach that combines fold change and significance levels to determine differentially expressed gene ranking (Xiao et al., 2014).

The top 50 differentially expressed transcripts identified from this combined analysis for each tissue are shown in the heatmaps of Figure 2A (also Supplementary Data File S2) where expression values are shown for all individual mice. This analysis identified a larger overlap of differentially expressed transcripts between the tissues (13 transcripts in common) and also highlighted multiple transcripts for the same gene being differentially expressed in the eye. 

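The combined score was computed here as the absolute log2 fold change times the -log10 of limma's unadjusted p. Its 50 highest probes hold 50 of the paper's 50 in the hypothalamus and 49 of its 50 in the eye. In the hypothalamus 34 of the 50 were lower in knockout mice, 16 had an adjusted p under 0.05 and 20 were well above background on every array of at least 1 genotype. In the eye 28 were lower in knockout mice, 8 had an adjusted p under 0.05, and 26 were well above background on every array of a genotype. The other probes of each list ranked high on a score that sets no threshold of its own.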

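The lists of 50 share 10 probes, against 0.0607 expected by chance, and all 10 changed in the same direction in both tissues. Lower in knockout mice were the probes of 9330169L03Rik, C1qtnf12, Clstn1, Kcnab2, Megf6, Prdm16, Slc2a5 and Trim61, with log2 fold changes from -4.14 to -0.58 in the eye. Those of Rnf207 and Tnfrsf14 were higher, by 1.20 and 1.54 in the eye, and Tnfrsf14 by 1.19 in the hypothalamus. In the hypothalamus the Rnf207 probe was not well above background on any WT array, so its difference is given only as at least 1.06-fold, measured from the background level. The gene's other probe (A_52_P213722), well above background on every array of both tissues, changed by 0.07 in the hypothalamus (unadjusted p = 0.29 from limma). In the eye that probe changed by 0.63. With normexp the lists shared 5 probes. The Trim61 probe was not well above background on any hypothalamus array, and the shared 9330169L03Rik probe (A_52_P322119) on 1 WT and no knockout eye array and on no knockout hypothalamus array, so their directions there compare signals with the background level. Trim61 was chosen for naming after its values were seen. Genes with several probes among the 50 were 9330169L03Rik, Ak7, Clstn1, Espn, Rnf207, Spsb1 and Tnfrsf14 in the eye and Noc2l in the hypothalamus.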

Twenty-three of the transcripts that code for 17 known genes are co-located in an ∼8 Mb region (149.000–157.000 Mbp) surrounding *Per3* on mouse distal chromosome 4 (Figure 2B) and the majority of these are downregulated in *Per3^–/–^* mice, including *Per3* itself. These data suggest that the expression levels of genes within this co-located cluster are co-regulated with *Per3* and predominantly in a positive way.

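The region was taken from the start of the first to the end of the last of the 17 genes of Fig. 2B, widened by 0.5 Mb on each side, which on mm9 is chromosome 4 from 148466453 to 155840643. It holds 206 probes of 149 genes, 0.5% of the array, so a region of that size chosen without these data would hold 0.25 of 50 probes by chance. The genes of Fig. 2B come from the paper's lists of these same arrays, so the region was not chosen independently of the counts in it. Of the 50 probes with the highest score, 14 in the hypothalamus and 16 in the eye lie in the region. Together these are 22 probes of 17 genes, 16 of which are among the genes of Fig. 2B, and 14 of the 22 were lower and 8 higher in knockout mice. The array files give no position on a numbered chromosome for some listed probes. Counting these where the paper's data files place them raised the numbers to 19 in the hypothalamus and 18 in the eye.
Among the probes well above background on every array of the tissue, an unadjusted p under 0.01 from limma was reached by 23.0% of those in the region in the hypothalamus (38 of 165, 27 lower and 11 higher in knockout mice) and 15.5% in the eye (27 of 174, 16 lower and 11 higher). On the rest of chromosome 4 the share was 0.548% and 0.0669%, and among the array's other probes 0.397% and 0.227%. The share was 11.9% and 13.0% before the Per3 probe and 26.2% and 16.5% after it. Probes of 1 gene differed more in their fold changes within the region than elsewhere, where few genes changed, and larger fold changes widen this spread by themselves. In genes with several probes the median spread was 0.10 against 0.05 in the hypothalamus (one-sided permutation test, p = 0.0001, the smallest the permutations can give) and 0.12 against 0.07 in the eye (one-sided permutation test, p = 0.0002).

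**Figure D2:**
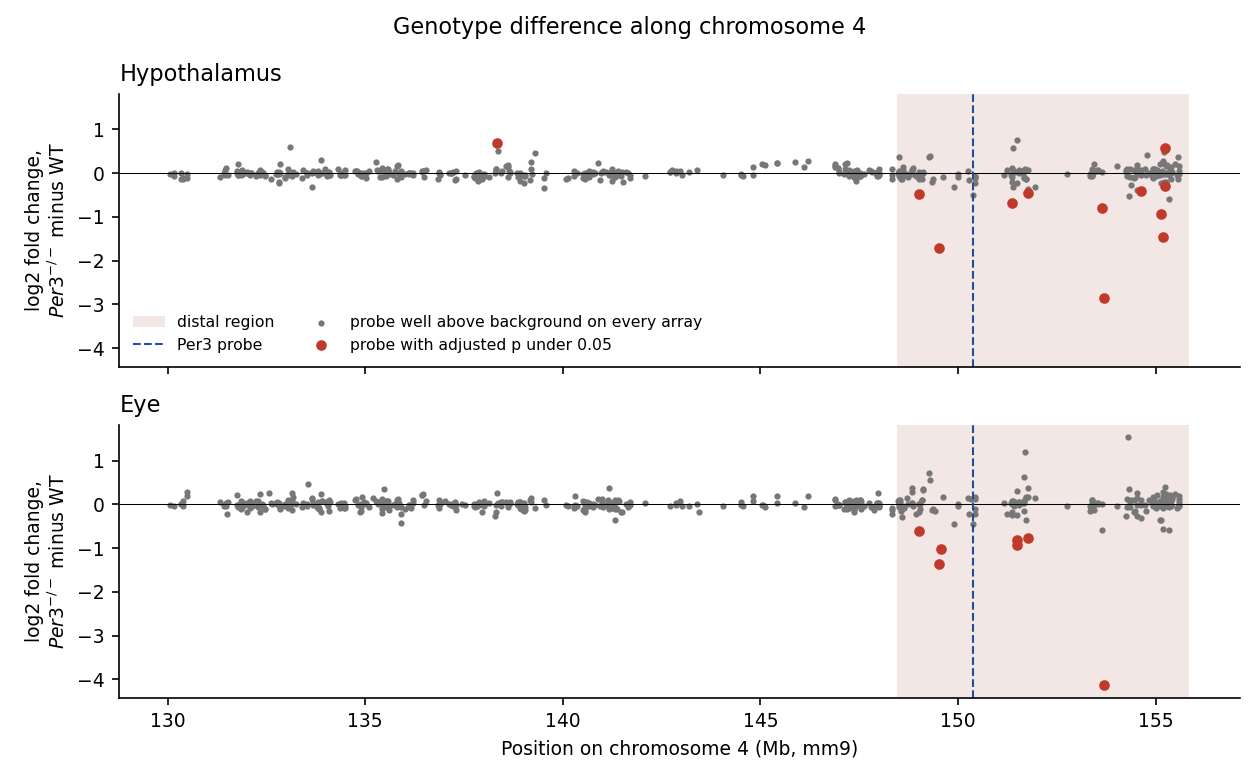
Log2 fold change (knockout minus WT, vertical axis) by position on chromosome 4 (horizontal axis, Mb on mm9, from 130 Mb) in the hypothalamus and the eye. Grey points are probes well above background on every array of the tissue and red points probes at an adjusted p under 0.05. The region is shaded, and the dashed line marks the Per3 probe. The red points in the region number 11 in the hypothalamus and 7 in the eye.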

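The relation of the cluster genes to Per3 was also computed between mice of 1 genotype, for the other 16 genes of Fig. 2B in each genotype and tissue, 64 relations in all. Pearson's r had a median of -0.11 and ranged from -0.84 to 0.99, and 30 of the 64 were positive. The sign was that of the gene's own difference between genotypes in 32. The median was -0.23 in the eye and 0.12 in the hypothalamus of WT mice (7 and 8 mice), and -0.05 and -0.06 in knockout mice. At an unadjusted p under 0.05 (exact permutation) there were 5 relations, and 2 at an adjusted p under 0.05 over the 64. These were Spsb1 in the WT eye (n = 7, r = 0.99, rho = 1.0, exact permutation p = 0.0002 and 0.0004, adjusted p = 0.013) and Espn in the knockout hypothalamus (n = 8, r = 0.89, rho = 0.90, exact permutation p = 0.0014 and 0.0046, adjusted p = 0.044). These adjusted values are those of r. The adjusted exact permutation p of rho was 0.025 for Spsb1 and 0.15 for Espn, so Espn did not pass the threshold by rho. Without the 2 mice farthest from the median Per3 signal, r was 0.97 for Spsb1 and 0.81 for Espn. Both genes were higher in the knockout mice of those tissues, where Per3 was lower, although the Espn difference of 0.08 in the hypothalamus changed sign between settings. With quantile normalization 0 relations passed the adjusted threshold and 8 the unadjusted one by the same exact permutation test. With normexp 3 relations passed the adjusted threshold and 13 the unadjusted one, 11 of these positive, and the median r in the WT hypothalamus was 0.48. The results thus depend on the normalization. With the mean of each slide taken out, chosen after the data were seen, 37 of the 64 were positive, with a median r of 0.11, and 45 kept their sign. Spsb1 in the WT eye then had r = 0.93 (6 mice on 3 slides) and Espn in the knockout hypothalamus r = 0.89, while the median in the knockout eye moved from -0.05 to 0.56. An exact permutation test within slides cannot give a p below 0.25 for 3 slides and 0.125 for 4, so no single relation can pass the threshold by it. From the genotype differences of the cluster, most of them toward lower expression together with Per3, the paper proposes that these genes are regulated jointly with Per3. It also draws on correlations with Per3 across BXD strains and on chromosome conformation data, which were not analysed here.

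**Figure D3:**
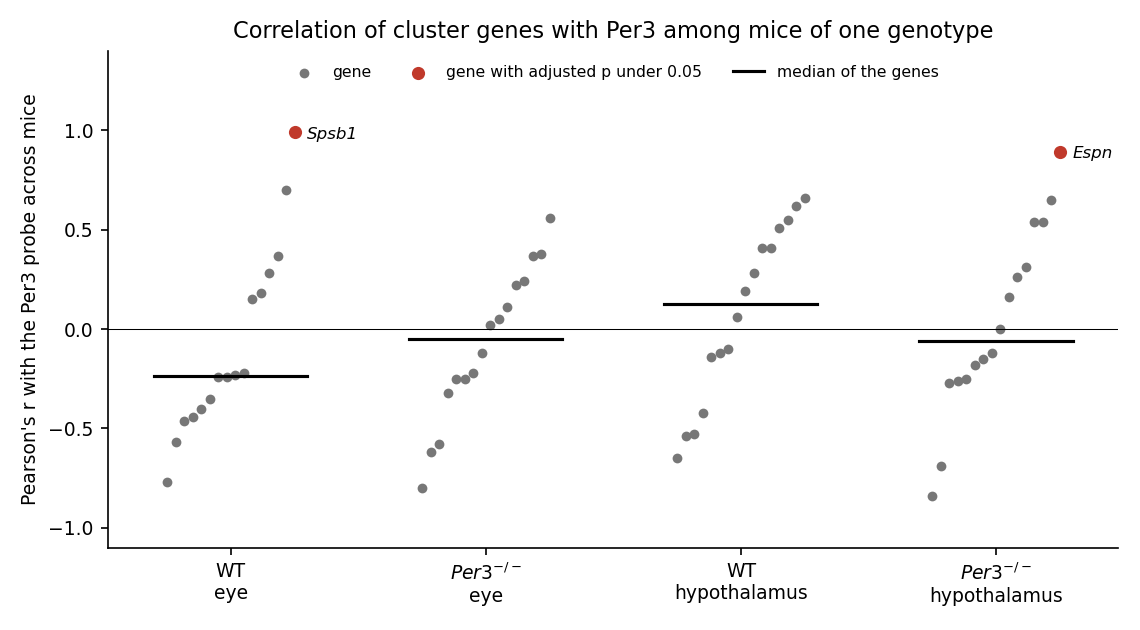
Pearson's r with the Per3 probe across mice (vertical axis) for the 16 other genes of Fig. 2B, by genotype and tissue (horizontal axis). Each point is 1 gene, red at an adjusted p under 0.05, the black bars are medians, and r was computed over 7 mice in the eye and 8 in the hypothalamus, and values range from -0.84 to 0.99.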

**FIGURE 2:**
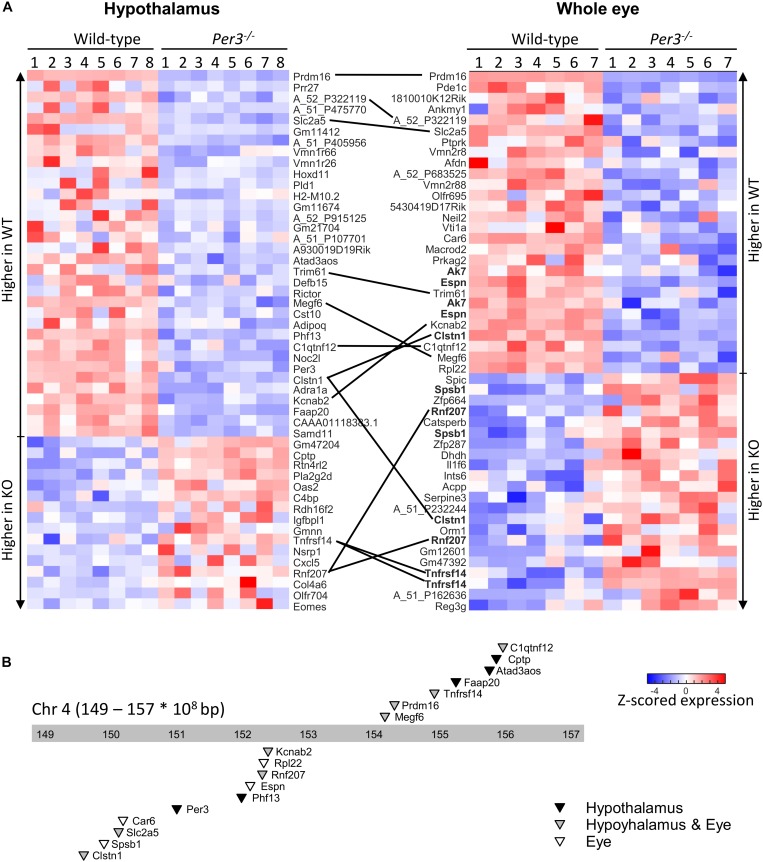
Differential gene expression between WT and *Per3^–/–^* mice. **(A)** Top-50 differentially regulated microarray probes in the hypothalamus and whole eye of WT, and *Per3^–/–^* mice. Each row depicts normalized transcript expression in biological replicates (*N* = 8 per genotype for hypothalamus, and *N* = 7 per genotype for whole eye), and are top-to-bottom ordered from largest to smallest fold-change between WT and *Per3^–/–^* mice, in groups of up- and down-regulated probes. Probes – or where possible associated gene names of probes – are indicated, and black lines connect the same probes/genes between tissues. Multiple probes targeting the same gene in the eye are in bold. **(B)** Chromosome location of 17 genes represented in the probes from **(A)**, which are all localized around *Per3*, on the distal end (149–157 × 10^8^bp) of mouse chromosome 4. Triangles point to loci of the probes, and shading indicates whether genes were differentially regulated in the hypothalamus (black), whole eye (white), or both (gray).

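Of the glucose and fructose genes in the region, Slc2a5 (probe A_51_P514405, chromosome 4, 149517775 to 149517834) fell from -0.29 ± 0.24 (SD, n = 8) in WT to -2.0 ± 0.34 (SD, n = 8) in knockout hypothalamus, a log2 fold change of -1.71 (standard error 0.14, adjusted p = 5.4e-05 from limma). In the eye its log2 fold change was -1.37 (standard error 0.15, adjusted p = 0.0018 from limma), with the knockout signal well above background on 4 of 7 arrays, so the size of the fall is limited by background. C1qtnf12 changed by -0.60 in the hypothalamus (adjusted p = 0.24 from limma, 7 of 8 knockout mice below every WT mouse) and by -0.58 in the eye (adjusted p = 0.21). Cptp was higher in knockout mice by 0.59 in the hypothalamus (adjusted p = 0.030, all 8 above every WT mouse) and by 0.40 in the eye (adjusted p = 0.53). With 1 mouse left out, Cptp passed the adjusted threshold in 4 of 16 fits. Faap20 changed by -0.41 in the hypothalamus (adjusted p = 0.0035, 8 of 8 knockout mice below every WT mouse) and by -0.30 in the eye (adjusted p = 1). Kcnab2 changed by -0.46 (adjusted p = 0.012) in the hypothalamus and by -0.77 (adjusted p = 0.00092) in the eye, with every knockout mouse below every WT mouse in both.
The reported probes of Rpl22 differ between the tissues. Its probe A_52_P391718 changed by -0.36 in the eye (adjusted p = 0.075 from limma, 7 of 7 knockout mice below every WT mouse), and A_51_P387878 by 0.10 in the hypothalamus (adjusted p = 0.99), and in each tissue the gene's other probe had the opposite sign. Rnf207 in the eye, where it was well above background on every array, had an adjusted p of 0.53. Phf13 (A_52_P632397) changed by -0.68 in the hypothalamus (adjusted p = 0.00029 from limma, 8 of 8 knockout mice below every WT mouse), while its other probe there changed by -0.09. In the eye the reported Phf13 probe, A_51_P446012, changed by 0.08 (adjusted p = 1). There A_52_P632397, well above background on every array, changed by -0.19 (unadjusted p = 0.013 from limma) and did not pass the adjusted threshold. Spsb1 was higher in knockout mice by 0.36 in the hypothalamus (adjusted p = 0.99) and by 0.71 in the eye (adjusted p = 0.90). The adjusted p of Tnfrsf14 was 0.99 in the hypothalamus, where 4 of 8 WT arrays were well above background, and 0.052 in the eye, where all 7 knockout mice lay above every WT mouse.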

Differentially expressed transcripts co-localized with *Per3* were associated with glucose/fructose regulation (*Slc2a5, C1qtnf12*), phospholipase activity (*Cptp*), RNA binding and translation (*Rpl22*), DNA repair (*Faap20*), potassium channel and cardiovascular function (*Kcnab2*, *Rnf207*), chromatin modification (*Prdm16*, *Phf13*), and immune response (*Spsb1*, *Tnfrsf14*). Some are also involved in diseases such as Alzheimer’s (*Clstn1*) and deafness (*Espn*). 

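The reported Clstn1 probe (A_52_P448205, chromosome 4, 149022877 to 149022936) changed by -0.47 in the hypothalamus (standard error 0.05, adjusted p = 0.00029 from limma) and by -0.61 in the eye (standard error 0.06, adjusted p = 0.00092), and every knockout mouse lay below every WT mouse in both tissues. The gene's other 2 probes ranged from -0.14 to 0.51 in the hypothalamus and from 0.00 to 1.06 in the eye, so the probes of Clstn1 went in opposite directions. The Espn probes A_52_P469345 and A_51_P451799 changed by -0.94 (adjusted p = 0.0059 from limma) and -0.82 (adjusted p = 0.042) in the eye, with 7 of 7 knockout mice below every WT mouse. With 1 mouse left out, A_51_P451799 passed the adjusted threshold in 2 of 14 fits. In the hypothalamus the Espn probes changed by 0.08 and -0.04 (adjusted p = 0.99 for both). The difference between tissues was -1.02 on the log2 scale for A_52_P469345 (standard error 0.15, adjusted p = 0.0073 from limma with the mouse as a random block).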

If probes are simply ranked according to uncorrected *p* value, this co-localization enrichment increases to include 17 and 14 of the top-20 probes for the hypothalamus and eye, respectively, and includes additional transcripts of interest such as *Dvl1* (Wnt signaling) and *Park7* (Parkinson’s disease).

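Ranked by limma's unadjusted p, 13 of the 20 first probes in the hypothalamus and 14 of 20 in the eye lie in the region. This counts positions in the array files, against 0.1 expected by chance for a region of that size chosen without these data. With the probes that the paper's data files place there, the numbers were 17 and 15. In the hypothalamus 17 of the 20 had an adjusted p under 0.05 and 17 were lower in knockout mice. In the eye 8 passed the adjusted threshold and 15 were lower. Dvl1 (A_52_P234958, chromosome 4, 155233151 to 155233210) changed by -0.28 in the hypothalamus (standard error 0.05, adjusted p = 0.040 from limma, 8 of 8 knockout mice below every WT mouse) and passed the adjusted threshold in 2 of 16 fits with 1 mouse left out. In the eye its log2 fold change was 0.02 (adjusted p = 1), with the sign changing between settings. Park7 changed by -0.15 in the hypothalamus (adjusted p = 0.69, 7 of 8 knockout mice below every WT mouse) and by -0.21 in the eye (adjusted p = 1), ranking 31 and 588 by p.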

The combined fold change/*p* value analysis confirmed *Prdm16* to be the most down-regulated transcript in both tissues. 

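Prdm16 ranked 1 in both tissues by limma's p and by the combined score, which was 58.8 in the eye. Across the settings chosen before the data were examined, its log2 fold change ranged from -2.87 to -2.61 in the hypothalamus and from -4.16 to -3.55 in the eye, with the smallest fall in each under normexp. It stayed past the adjusted threshold in all 10 fits of the hypothalamus and all 9 of the eye that give a test.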

When the expression levels of *Prdm16* in both eye and hypothalamus are compared for individual WT and *Per3^–/–^* mice, the very tight clustering of expression values demonstrates the consistency of this effect (Figures 3A,B). 

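The Prdm16 log2 signals of the genotypes did not overlap. In the hypothalamus WT mice ranged from 0.10 to 0.80 and knockout mice from -2.92 to -1.99, a gap of 2.10 between the lowest WT and the highest knockout mouse. In the eye WT mice ranged from 1.09 to 1.48 and knockout mice from -3.24 to -2.51, a gap of 3.60. Every knockout mouse thus lay below every WT mouse, with two-sided exact permutation p = 0.00016 for the hypothalamus and p = 0.00058 for the eye, the smallest that these group sizes allow. With each mouse left out in turn, the log2 fold change stayed between -2.93 and -2.80 in the hypothalamus and between -4.19 and -4.07 in the eye.

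**Figure D4:**
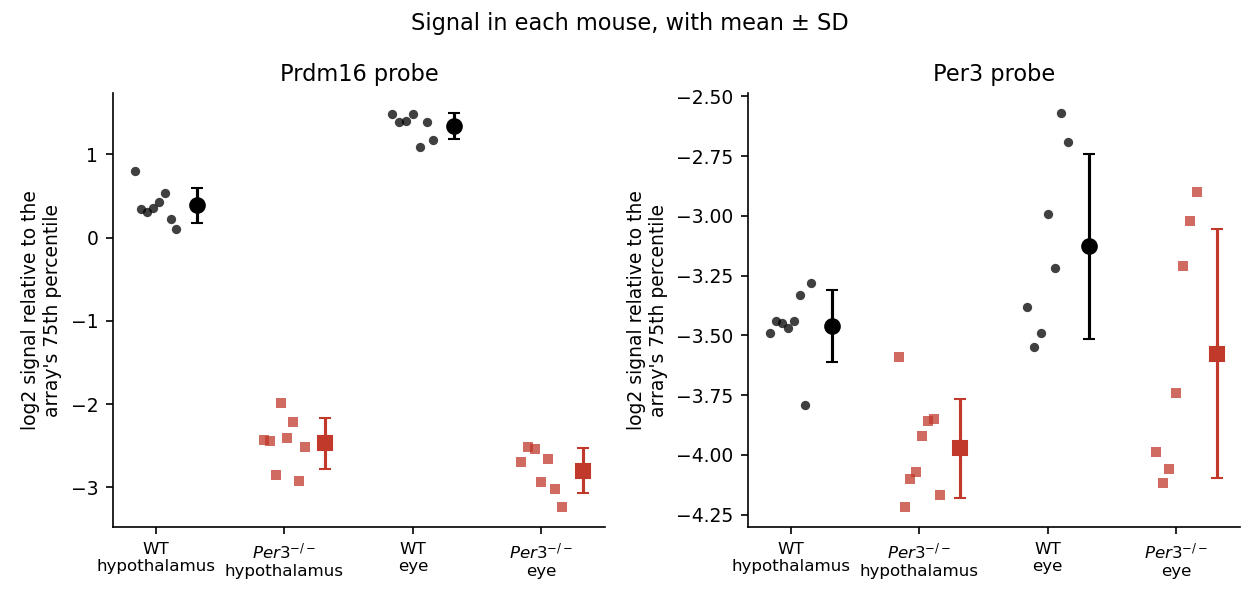
Log2 signal relative to the array's 75th percentile (vertical axis) of the Prdm16 and Per3 probes for each mouse, by tissue and genotype. Small symbols are mice, and large symbols with bars give the mean and SD. The Prdm16 signals of the genotypes do not overlap, and those of Per3 overlap for 3 knockout mice in the eye and 1 in the hypothalamus.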

We also observed the down regulation of *Prdm16* by qPCR amplification in samples of whole eye tissue collected at 4-hourly intervals across 24 h from WT and *Per3^–/–^* mice that had been housed in constant darkness, which allows the detection of intrinsic circadian rhythms in the absence of an entraining light/dark cycle. The data show a circadian rhythm in the expression of *Prdm16* in WT mice and a significantly down-regulated expression profile in *Per3^–/–^* mice (Figure 3C; genotype effect *P* < 0.0001). These qPCR data independently demonstrate in an alternative protocol, that *PRDM16* is indeed down-regulated in *Per3^–/–^* compared with WT mice.

**FIGURE 3:**
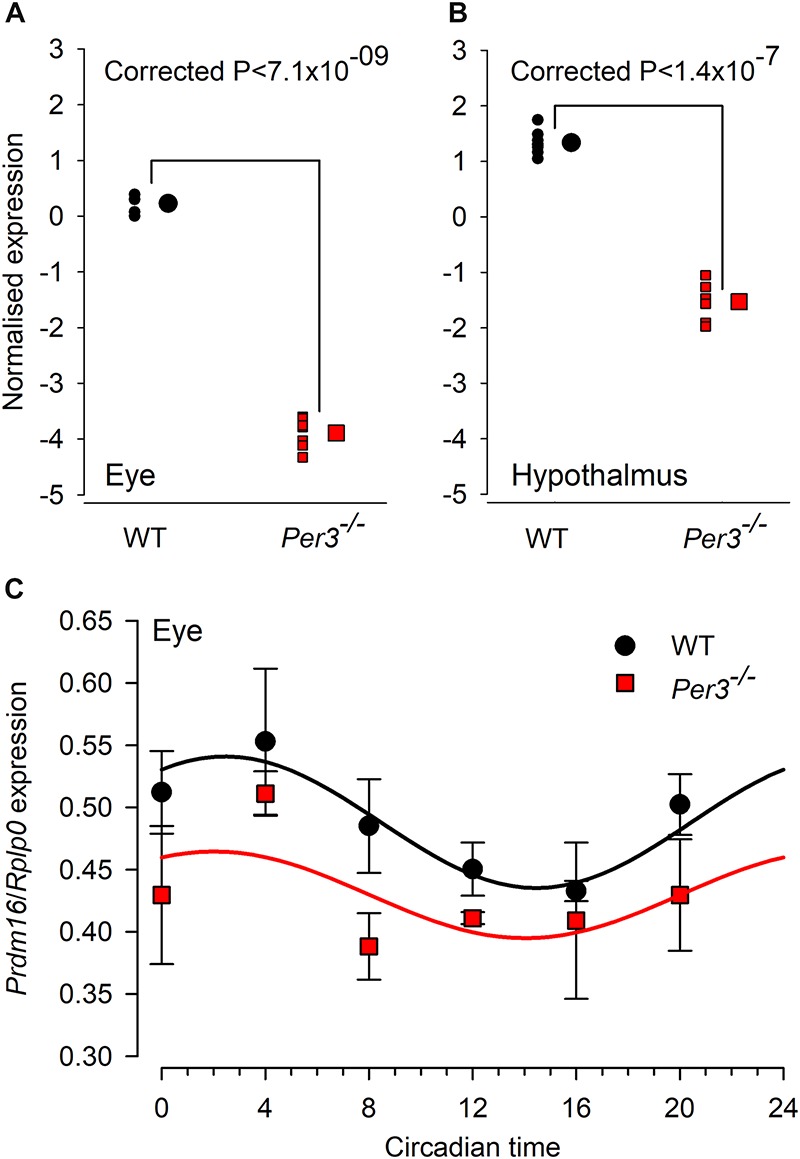
Individual microarrays and qPCR confirmation for differential *Prdm16* expression. Normalized microarray expression levels of *Prdm16* mRNA in whole eye **(A)** and hypothalamus **(B)** of individual wild-type (black circles) and *Per3^–/–^* (red squares; *N* = 7 per genotype). Large black circles and red squares are the mean (±SEM, not visible) normalized expression levels for WT and *Per3^–/–^*, respectively. **(C)** *In vivo* circadian expression patterns of *Prdm16* mRNA (mean ± SEM) was confirmed through qPCR analysis in mouse whole eye, sampled across the circadian day (*N* = 8 per genotype). *Prdm16* mRNA exhibited circadian expression patterns in both WT and *Per3^–/–^* mice, but overall levels in *Per3^–/–^* mice were significantly lower (*T*-test, *P* < 0.05).

### Accumulated Weight Gain in *Per3^–/–^* Mice

Several clock genes have been associated with metabolic phenotypes in mice (Bass and Takahashi, 2010), and human *PER3* has been linked with BMI and obesity (Lazar et al., 2012; Samblas et al., 2018). Thus, we wanted to investigate further whether down-regulation of *Prdm16* in *Per3^–/–^* mice could affect metabolism and body mass. WT and *Per3^–/–^* mice were fed either a normal or a high fat diet from 4 weeks of age for a period of 14 weeks. Body weight and food consumption were recorded twice per week. During the protocol, mice were housed individually on an LD 12:12 cycle that was advanced by 6 h every 7 days, which represents a chronic jet-lag protocol shown to be stressful in mice (Davidson et al., 2006). Although this is different to the ultradian protocol used for the transcriptome experiment, we chose this approach as being more suitable to identify a metabolic phenotype difference between WT and *Per3^–/–^* mice because exposure to continuously shifted light/dark schedules in mice is associated with metabolic disorders (Kolbe and Oster, 2019). There was a significant effect of genotype, diet and time on body mass accumulation (interaction *P* < 0.0001, *post hoc* multiple comparisons *P* < 0.001–0.05 for WT vs. *Per3^–/–^* mice in high fat diet). Compared to WT, *Per3^–/–^* mice accumulated less body mass when fed on a high fat diet during weeks 4–13 (Figure 4A). Both WT and *Per3^–/–^* mice consumed less food when on the high fat diet compared to the normal diet (Figure 4B), and *Per3^–/–^* mice consumed less than WT on both diets (Figure 4B). This shows that PER3 associates with altered body mass accumulation during early development.

**FIGURE 4:**
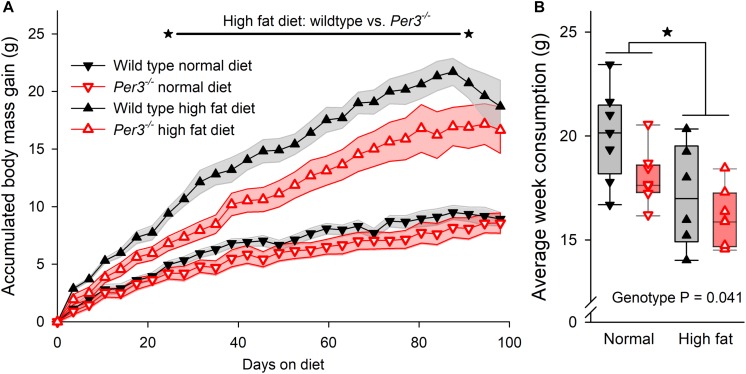
Body mass accumulation in WT and *Per3^–/–^* mice. **(A)** Accumulative body mass gain in wildtype (sold black symbols) and *Per3^–/–^* (open red symbols) mice, fed on normal (downward triangle) and high-fat (upward triangles) diet. The asterisks connected by the black line indicates a significantly (*P* < 0.001–0.05 for *post hoc* multiple comparisons) higher accumulated body mass gain in wildtype mice, compared to *Per3^–/–^* mice on a high fat diet. **(B)** Individual, and boxplot interquartile ranges of average food consumption for both genotypes on both diets, indicating that WT mice eat more food than *Per3^–/–^* mice (*P* < 0.05) irrespective of diet, and that irrespective of genotypes, mice eat less when on a high-fat diet (*P* < 0.05). There were no significant interaction effects. *P < 0.05.

Genes associated with biological pathways are likely to be differentially expressed at varying levels. Thus, for GO pathway level analysis we relaxed the fold change cut-off to include all probes that were significantly differentially expressed between genotypes, as determined by a rank products analysis. This analysis identified 226 probes (103 up-regulated and 123 down regulated in *Per3^–/–^* compared to WT) that mapped to 194 unique genes in whole eye, and 775 probes (299 up regulated and 476 down regulated) that mapped to 672 unique genes in hypothalamus (Supplementary Data File S3). 

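The rank products were computed here over all pairs of a WT and a knockout array, with false positives estimated from 100 permutations within arrays and a share of false positives under 0.05. This gave 72 probes of 70 genes in the eye, 29 higher and 43 lower in knockout mice, and 306 probes of 300 genes in the hypothalamus, 152 higher and 154 lower. On the paper's lists of 226 and 775 probes are 72 of the 72 and 301 of the 306. A limit of 0.1 in place of 0.05 moved the counts to 181 and 684, and a limit of 0.01 to 13 and 77. At an adjusted p under 0.05 from limma were 5 of the 72 and 11 of the 306 probes. In the region of chromosome 4 lay 8 and 12, and 26 and 44 were well above background on every array of a genotype. Of the probes on the paper's lists, 123 in the eye were higher and 103 lower in knockout mice in these data, and in the hypothalamus 477 were higher and 298 lower. An unadjusted p under 0.05 from limma was reached by 72 of the 226 and 201 of the 775, and an adjusted p under 0.05 by 7 and 13. At most 7 of 14 arrays were well above background for 124 of the 226, and at most 8 of 16 for 608 of the 775. Leaving out WT mouse 8 moved the eye count to 109, and leaving out WT mouse 3 or knockout mouse 6 moved the hypothalamus count to 192 or 197.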

GO enrichment analysis (Webgestalt; Zhang et al., 2005; Liao et al., 2019) for the differentially expressed genes in the eye revealed 14 significant biological processes and molecular functions (FDR < 0.05) including steroid hydroxylase activity, oxidoreductase activity, fatty acid metabolic process, and inflammatory response (Supplementary Data File S4). 

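The terms listed for the eye hold 41 genes of the rank product list, of which 33 were higher and 8 lower in knockout mice. By limma 0 of the 41 had an adjusted p under 0.05 and 14 an unadjusted p under 0.05, and 7 were in the rank product list computed here. Of the 7 genes under steroid hydroxylase activity, 0 had an unadjusted p under 0.05 from limma, of the 12 under fatty acid metabolic process 3, and of the 15 under inflammatory response 6. The probes of 24 of the 41 genes were well above background on more than 7 of the 14 arrays. The enrichment itself was not recomputed.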

For the differentially expressed genes in the hypothalamus, there were many more significant GO terms and the top 40 ranked by FDR are shown in Supplementary Data File S5. For the hypothalamus, biological processes and molecular functions included response to oxygen-containing compound, circulatory system development, cell proliferation, double-stranded DNA binding, RNA polymerase II regulatory region DNA binding, tissue development, and transcription regulatory region DNA binding.

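The terms listed for the hypothalamus hold 276 genes, 271 of them with a probe under that name in the data. Of these, 169 were higher and 102 lower in knockout mice, 7 had an adjusted p under 0.05 and 76 an unadjusted p under 0.05 from limma, and 112 were in the rank product list computed here. Of the 68 genes under response to oxygen-containing compound, 19 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05. The unadjusted numbers were 13 of 53 for circulatory system development, 20 of 69 for cell proliferation, 15 of 45 for double-stranded DNA binding and 13 of 68 for tissue development. The probes of 74 of the 271 genes were well above background on more than 8 of the 16 arrays. Among the 16 mice, knockout mouse 7 most often had the highest signal, for 47 of the 271 genes.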

The differentially expressed transcripts identified by rank products analysis also showed significant enrichment for interaction networks (STRING v 11, analysis set for high confidence; whole eye number of edges 85, expected number 36, enrichment *P* = 1.943e-12; hypothalamus number of edges 404, expected number 227, enrichment *P* = 4.44e-13) (Figures 5, 6). 

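The reported C3 probe (A_51_P110301, chromosome 17, 57343416 to 57343475) had a log2 signal of 2.41 ± 0.30 (SD, n = 7) in the WT and 2.86 ± 0.33 (SD, n = 7) in the knockout eye. The log2 fold change was 0.45 (standard error 0.16, adjusted p = 1 from limma), with 5 of 7 knockout mice above every WT mouse (two-sided exact permutation test, p = 0.023). The gene's other probe (A_52_P133594), which is the one on the paper's rank product list, had a log2 fold change of 0.96 (standard error 0.48, unadjusted p = 0.066 and adjusted p = 1 from limma) and was well above background on 3 WT and 6 knockout arrays. The 7 cytochrome P450 genes of the steroid hydroxylase term, Cyp1a1, Cyp2e1, Cyp2b9, Cyp3a25, Cyp2b13, Cyp2j5 and Cyp7a1, had log2 fold changes between 0.65 and 1.02 in the eye. Their mean fold change was 0.85 (two-sided exact permutation test, p = 0.15), and without knockout mouse 2 it was 0.61 (exact permutation test, p = 0.28). In that mouse Cyp3a25, Cyp2j5 and Cyp7a1 had the highest signal of all eye arrays, while Cyp1a1 lay 1.42 below the median of the others. Without that mouse the log2 fold change of Cyp1a1 went from 1.02 to 1.28 and that of Cyp2e1 from 0.95 to 0.97. Those of Cyp2j5 (0.85 to 0.05), Cyp3a25 (0.81 to 0.25), Cyp7a1 (0.65 to 0.32), Cyp2b9 (0.79 to 0.66) and Cyp2b13 (0.87 to 0.77) fell.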

The interaction network for the eye contains a sub-network centered around complement component (C3) with related inflammatory functions and another sub-network with several members related to cytochrome P450 metabolism, which were also enriched in several of the terms in the GO analysis (Figure 5). The interaction network for the hypothalamus (Figure 6) contains several clusters of interest that include ubiquitination, cell cycle and mitosis, taste, melatonin, and olfactory receptors. 

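The paper's rank product list for the hypothalamus holds 28 olfactory receptor probes, of which 27 were well above background on at most 8 of the 16 arrays and 7 on no array. Of the 28, 0 had an adjusted p under 0.05 and 6 an unadjusted p under 0.05 from limma, and 9 were in the rank product list computed here. Of the 11 vomeronasal receptor probes, 10 were well above background on at most 8 arrays, and 4 had an unadjusted p under 0.05 and 0 an adjusted one. Of the 3 taste receptor probes, 1 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The melatonin receptor Mtnr1a, well above background on 3 of 8 arrays of each genotype, changed by -0.16 (A_52_P73986, standard error 0.18, adjusted p = 0.99 from limma), and its sign differed between settings. The Mtnr1a probe on the paper's list (A_52_P656845) was well above background on 1 WT array and no knockout array, so no fold is given (unadjusted p = 0.015 and adjusted p = 0.99 from limma).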

Other clusters have functions that are closely related to sleep including a cluster centered around prostaglandin synthase 2 (*Ptgs2*) involved in lipid/fat metabolism (also containing *Adipoq*, *Adipor2*, *Prdm16*, and *Ucp1*), and an elongated cluster containing prolactin, growth hormone and growth hormone receptor, thyroid stimulating hormone and thyroid stimulating hormone receptor, prostaglandin D2 receptor, and adrenergic and adenosine receptors. 

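Ptgs2 (A_51_P254855) had a log2 signal of -5.39 ± 0.71 (SD, n = 8) in WT and -4.90 ± 1.20 (SD, n = 8) in knockout hypothalamus, a log2 fold change of 0.49 (standard error 0.47, two-sided exact permutation p = 0.33). Its probe on the paper's rank product list (A_52_P224760) changed by 0.55 (adjusted p = 0.99 from limma). Adipoq was well above background on 1 WT array and no knockout array, so no fold is given (adjusted p = 0.99 from limma, exact permutation p = 0.0045). The Ucp1 and Ptgdr probes were not well above background on any hypothalamus array, so no fold is given for them. The reported probes of Adipor2 and Adora2a changed by -0.02 and -0.01 (adjusted p = 0.99 for both), and for each the sign differed between settings. The probes of these genes on the paper's rank product list are others. That of Adora2a (A_51_P387348), well above background on every array, changed by -0.65 (standard error 0.33, unadjusted p = 0.063 and adjusted p = 0.99 from limma), and that of Adipor2 (A_51_P257151) was well above background on 1 WT array and no knockout array, so no fold is given (unadjusted p = 0.033 and adjusted p = 0.99). The reported Adra1a probe (A_52_P223168), well above background on 7 WT and 4 knockout arrays, changed by -0.47 (adjusted p = 0.067 from limma, 8 of 8 knockout mice below every WT mouse). The gene's 2 other probes, well above background on all 16 arrays, changed by -0.04 and 0.15 (adjusted p = 0.99 for both).
Prl had a log2 signal of -4.14 ± 3.75 (SD, n = 8) in WT and -3.08 ± 4.61 (SD, n = 8) in knockout hypothalamus. Its log2 fold change was 1.05 (exact permutation p = 0.53), -0.55 without knockout mouse 1 and 2.31 without WT mouse 5. That of Gh was 0.63 (exact permutation p = 0.70), -0.98 without knockout mouse 1 and 1.66 without WT mouse 5. Tshb changed by 0.13 (exact permutation p = 0.99), and by -0.93 without knockout mouse 1. The signs of Prl, Gh and Tshb also differed between settings. The reported Ghr probe was well above background on 2 WT arrays and no knockout array, so no fold is given (exact permutation p = 0.090). The gene's 5 other probes, well above background on all 16 arrays, had log2 fold changes from -0.08 to 0.02 (unadjusted p from 0.52 to 0.90 from limma). Tshr changed by -0.55 (adjusted p = 0.99 from limma, exact permutation p = 0.018), with 2 of 8 knockout mice below every WT mouse. Within a genotype, 9 pituitary marker genes rose and fell together across mice, with a mean r of 0.88 across pairs of genes, and 0 of 10000 random lists of genes reached this value. In knockout mouse 1 all 9 had their highest signal, with a mean 7.09 above that of the median mouse.

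**Figure D5:**
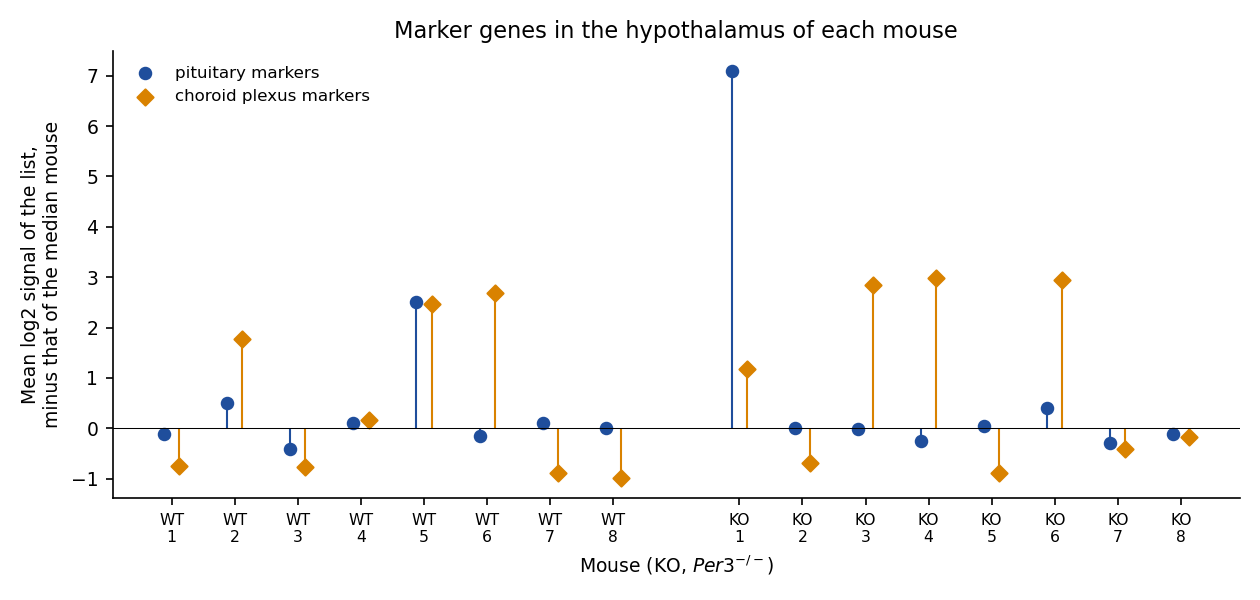
Mean log2 signal of marker genes relative to the median mouse (vertical axis) for each WT and knockout (KO) mouse in the hypothalamus, with circles for the pituitary and diamonds for the choroid plexus list. For the pituitary list, knockout mouse 1 lies at 7.09 and WT mouse 5 at 2.51.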

The densest cluster in the network contains mainly extracellular matrix proteins with functions related to circulatory activity (Figure 6).

**FIGURE 5:**
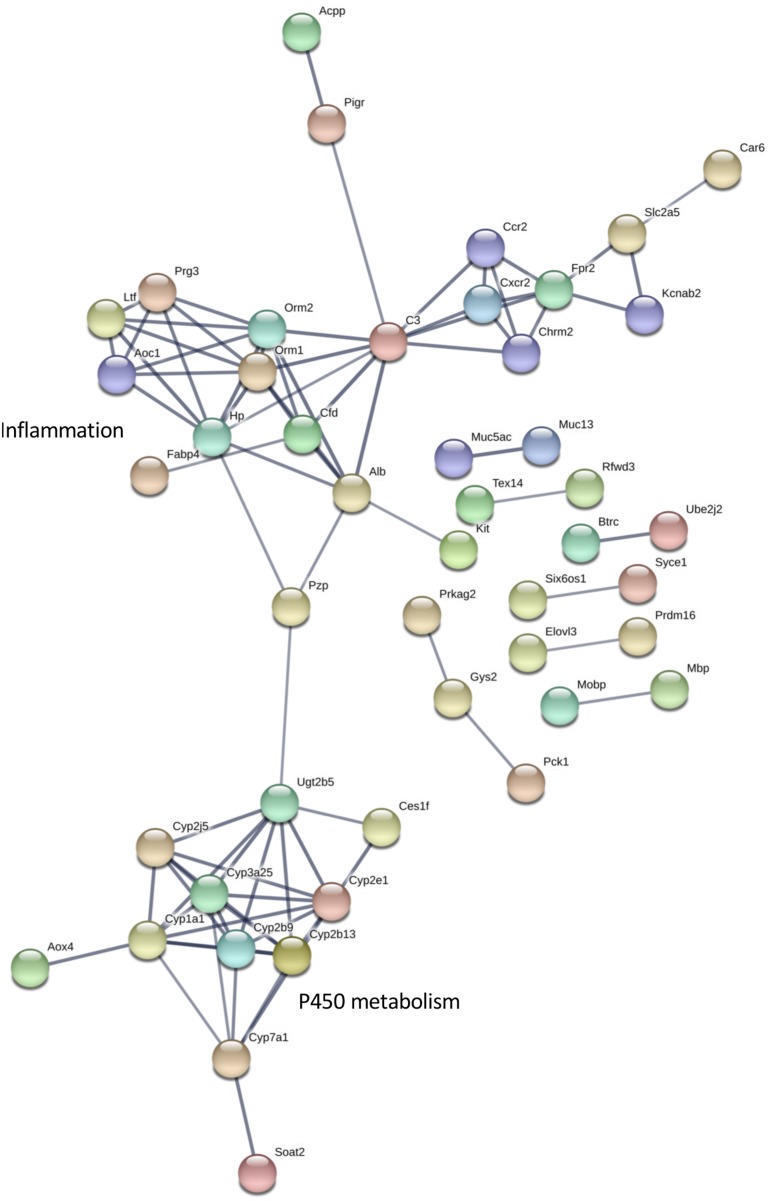
Interaction network for differentially expressed eye transcripts. STRING v11 was used to generate gene/protein interaction networks from transcripts differentially expressed in the eye, according to rank products analysis. The interaction confidence limit was set to high, thickness of edges corresponds to confidence, and unconnected nodes are not displayed. Network clusters associated with inflammation and P450 metabolism are shown. The total number of edges in the network was 85, the expected number derived from the input gene list (*n* = 194) was 36, and the corresponding enrichment *p* value was 1.943e-12.

**FIGURE 6:**
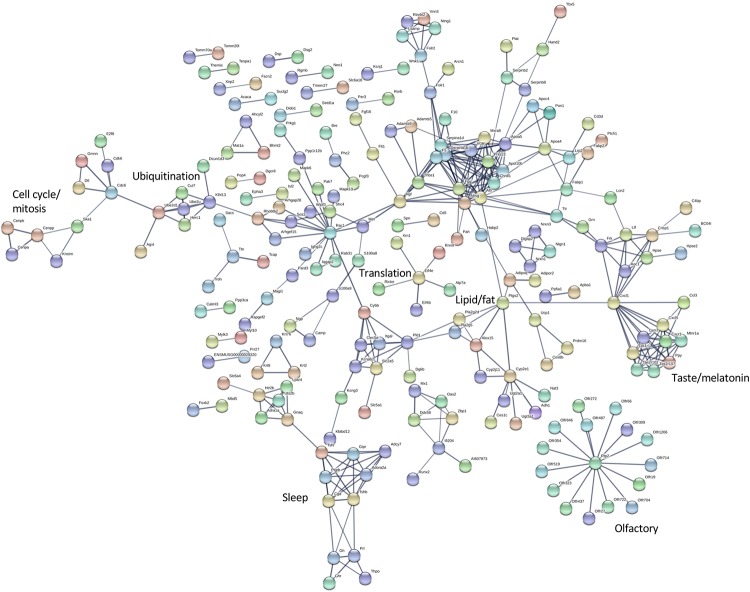
Interaction network for differentially expressed hypothalamus transcripts. STRING v11 was used to generate gene/protein interaction networks from transcripts differentially expressed in the hypothalamus, according to rank products analysis. The interaction confidence limit was set to high, thickness of edges corresponds to confidence, and unconnected nodes are not displayed. Network clusters associated with functions of interest are indicated. The total number of edges in the network was 404, the expected number derived from the input gene list (*n* = 672) was 227, and the corresponding enrichment *p* value was 4.44e-13.

### Expression QTL Correlation Analysis With *Per3* in BXD Mice

Because of the co-localization with *Per3* of a large proportion of the differentially expressed genes in *Per3^–/–^* mice, we next used expression eQTL database analysis (see text footnote 1) to identify chromosomal loci where genetic variation correlated with *Per3* expression levels in multiple tissue experiments from recombinant backcross strains of C57BL/6J and DBA/2J (BXD) mice. We performed LRS (likelihood ratio statistic; LRS = logarithm of the odds [LOD] × 4.61) score mapping for *Per3* gene expression for brain and peripheral tissue gene expression datasets for BXD mice strains (see text footnote 1; see section “Materials and Methods” for details). Many brain regions showed a highly significant LRS peak for *Per3* expression on distal chromosome 4 at exactly the same region where differentially expressed microarray transcripts co-localized with *Per3* in our data. These brain regions included the nucleus accumbens, hippocampus, eye, cerebellum, prefrontal cortex, and striatum. For convenience, in Figure 7A we show the results of this mapping for whole brain, as well as eye and liver. It should be noted that there is only one dataset available for hypothalamic gene expression, which does not show a significant LRS peak for *Per3* expression on chromosome 4. The liver dataset is characteristic of peripheral tissues that showed a much reduced and often not significant LRS peak at distal chromosome 4 for *Per3* expression. Thus, this linkage appears stronger in brain tissues. The LRS peak at chromosome 4 was particularly significant for the eye (Figure 7A). Although, as expected, this peak centers around *Per3*, it remains significant for a far broader region of distal chromosome 4 that covers many genes (Supplementary Figure S1), including those that we showed to be co-regulated with *Per3* in our transcriptomic analyses (Figure 2).

**FIGURE 7:**
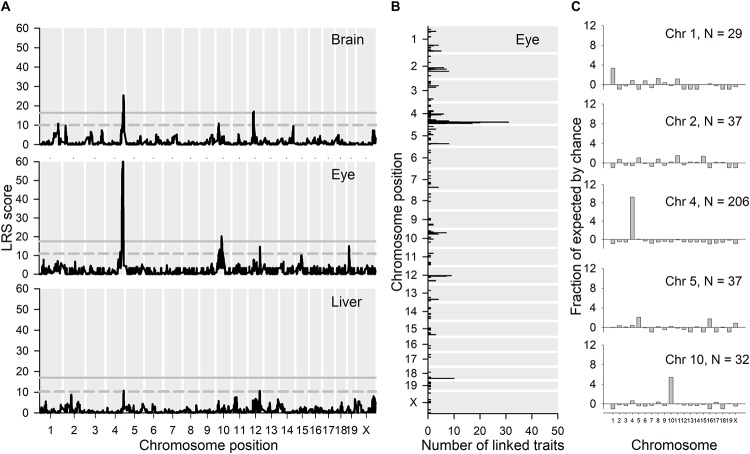
eQTL analyses. **(A)** GeneNetwork was used to map the chromosomal locations of likelihood ratio statistics (LRS scores) for genetic variation linked with *Per3* expression (1421086_at) in brain, eye and liver using interval mapping. **(B)** The top 500 transcripts whose expression correlated with *Per3* expression in eye were extracted and their maximal LRS and number of traits at each location are shown in the figure. **(C)** We then looked at the chromosomes that contain substantial enrichments of maximal expression linkage for the top 500 correlated mRNA transcripts shown in **(B)**, and for each of those chromosomes we looked at which transcripts exhibit these maximal LRS locations. For each of the chromosomes that exhibit substantial maximal linkage, we show the proportional enrichment (fraction of expected, see section “Materials and Methods”) of linked transcripts for each chromosome in **(C)**.

We next used the BXD gene expression datasets to identify genes whose expression showed a significant correlation with *Per3* expression levels. The top 500 transcripts whose expression covaries with *Per3* in the eye are listed in Supplementary Data File S6. In the LRS map for *Per3* expression in the eye (Figure 7A), in addition to the main LRS peak at chromosome 4, there are also peaks that reach suggestive significance on chromosomes 10, 12, 15, and 19. However, many of the most significantly correlated transcripts from these analyses were also located in the same region at distal chromosome 4 surrounding *Per3* (Figure 7B) and also had maximal LRS expression linkage scores with genetic variation in the same region of chromosome 4 (Figure 7C). Although the majority of the transcripts showed cis eQTL linkage, 19 of the top 100 transcripts had expression linkage at chromosome 4 but were physically located on other chromosomes, and four transcripts were located on chromosome 4 with linkage to other chromosomes. The *P* values for the correlations listed in Supplementary Data File S6 are non-corrected for multiple testing, but even when a recommended three orders of magnitude are subtracted from the *P* values, 96 of the top 100 correlations remain significant [see Supplementary Figure S2a for example of gene expression scatter plot for the highest ranked correlation apart from *Per3* transcripts (*Vamp3*)].

In our transcriptomics data, *Prdm16* was the most down-regulated transcript in both hypothalamic and eye tissue in *Per3^–/–^* mice. Several *Prdm16* transcripts appear in the eye *Per3* gene expression correlation list (Supplementary Data File S6). The *Prdm16* transcript with the highest-ranking *p* value has a strong positive correlation with *Per3* expression (Supplementary Figure S2b). While this agrees with our own transcriptome data (i.e., low levels of *Per3* expression are associated with low levels of *Prdm16* expression), it should be noted that other *Prdm16* transcripts have negative correlations with *Per3* expression.

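In these arrays the association was seen between genotypes. Within a genotype, Pearson's r between the Per3 and the Prdm16 probe in the eye was -0.24 in WT mice (n = 7, rho = -0.36, exact permutation p = 0.61) and -0.80 in knockout mice (n = 7, rho = -0.89, exact permutation p = 0.044, adjusted p = 0.49 over 64 relations). The 2 knockout mice farthest from the median Per3 signal, 7 and 8, both lie on slide 4 of the eye, and without them r was -0.37. With the mean of each slide taken out, chosen after the data were seen, r was 0.62 in knockout mice (6 mice on 3 slides, exact permutation within slides p = 1) and 0.97 in WT mice (6 mice on 3 slides, p = 0.25, the smallest this test can give). The negative relation in knockout mice thus lies between slides, and a relation within slides in WT mice stays open. In the hypothalamus r was 0.06 in WT mice (n = 8, exact permutation p = 0.87) and 0.00 in knockout mice. Prdm16 has 1 probe on the array, so its other transcripts were not told apart.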

The list of the top 500 transcripts whose expression covaried with *Per3* in the eye was submitted to Webgestalt for GO analysis. This identified 322 unique coding genes which were enriched for many significant GO terms for biological processes and molecular functions that included kinase binding, ribonucleotide binding, response to light stimulus, positive regulation of gene expression, regulation of myelination, ubiquitin protein ligase binding, and regulation of cell cycle (see Supplementary Data File S7 for top 40). Several of these terms show overlap with the node clusters for the interaction network for differentially expressed genes in the hypothalamus, e.g., cell cycle, ubiquitination, translation (Figure 6). It should also be noted that the interaction network for differentially expressed genes in the eye contained two connected nodes for *Mobp* (myelin associated oligodendrocyte basic protein) and *Mbp* (myelin basic protein) (Figure 4). 

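In the whole eye, Mobp (A_52_P384465, chromosome 9) had a log2 signal of -0.34 ± 1.45 (SD, n = 7) in WT and -1.05 ± 1.28 (SD, n = 7) in knockout mice, a log2 fold change of -0.71 (two-sided exact permutation test, p = 0.35). Mbp (A_51_P349205, chromosome 18) had 3.61 ± 1.33 (SD, n = 7) in WT and 2.85 ± 1.23 (SD, n = 7) in knockout mice, a log2 fold change of -0.75 (two-sided exact permutation test, p = 0.29). The Mbp probe on the paper's rank product list (A_52_P329451) changed by -0.63 (adjusted p = 1 from limma). Both differences were smaller than the SD between mice of 1 genotype. With each mouse left out in turn, they ranged from -1.04 to -0.37 for Mobp and from -1.08 to -0.43 for Mbp.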

Although these two specific genes do not feature in the top 500 covarying genes from the BXD datasets, it nevertheless points to a potential overlap in the regulation of molecular function.

## Discussion

In this study, we replicated the reduced negative masking behavioral phenotype that we had previously observed in the *Per3^–/–^* mice subjected to an ultradian light:dark cycle (van der Veen and Archer, 2010). We chose to use this behavioral difference between WT and *Per3^–/–^* mice to investigate the differential gene expression associated with the absence of a functional PER3 protein in eye and hypothalamic tissue within a light/dark protocol that we knew produced marked differential behavioral responses between WT and *Per3^–/–^* mice. However, we acknowledge that we cannot distinguish between differential gene expression induced by this protocol and any underlying differences in gene expression that may not be related to the protocol, which would have required a transcriptomic comparison at baseline LD 12:12 conditions. Nevertheless, we chose the protocol to maximize the opportunity to detect differential gene expression between the genotypes, which is what we report here.

Analyses of differentially expressed transcripts identified genes whose function were not related directly with circadian rhythms but more generally with functions such as transcription/translation, ubiquitination, cell cycle, and metabolism. 

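A list of 20 circadian clock genes, written before the values were seen and without Per3 itself, had a median log2 fold change of -0.03 in the eye. Of the 20, 2 had an unadjusted p under 0.05 from limma in the eye and 1 in the hypothalamus. At an adjusted p under 0.05 there were 0 over all probes in each tissue, and 0 adjusted over the list alone. All samples were taken at 1 phase of the light cycle, so the values hold no information on rhythms.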

More specific functions were related to olfaction, taste, lipid/fat regulation, ion channels and hormones and hormone receptors. Some of these have been implicated with sleep regulation and homeostasis and this agrees with our previous findings for differential expression in humanized mice expressing either the 4- or 5-repeat alleles for the human *PER3* VNTR polymorphism. Genes of particular interest include those for prostaglandin endoperoxide synthase 2 (*Ptgs2*) and prostaglandin D2 receptor (*Ptgdr*), which has been linked with NREM sleep regulation (Oishi et al., 2015). *Ptgs2* is also expressed together with the brain specific sleep-loss correlate *Homer1a* as part of the recovery mechanism from glutamate-induced neuronal hyperactivity (Maret et al., 2007). Polymorphisms in the adenosine receptor gene (*Adora2a*) affect sleep homeostasis (Retey et al., 2007) and interact with the *PER3* VNTR polymorphism to determine cognitive performance during sleep restriction (Rupp et al., 2013). Growth hormone (*Gh*, *Ghr*), prolactin (*Prl*), and thyroid stimulating hormone (*Tshb*, *Tshr*) are all associated with sleep/wake regulation, e.g., prolactin and REM sleep (Machado et al., 2017), thyroid stimulating hormone and sleep deprivation (Pereira and Andersen, 2014), and relations between age-related growth hormone secretion and REM sleep (Van Cauter et al., 2000). The melatonin receptor *Mtnr1a* is differentially expressed in the hypothalamus and has links with circadian rhythms and also with exhaustion in shift workers (Sulkava et al., 2017), insomnia in schizophrenics (Park et al., 2011), and with Alzheimer’s (Sulkava et al., 2018). The human *PER3* VNTR polymorphism has been linked with myelination and brain structure (Bollettini et al., 2017; Dewandre et al., 2018), and it is interesting that two genes associated with myelination (*Mobp*, *Mbp*) were differentially expressed in the eye.

We showed that the most down-regulated gene in both eye and hypothalamus in the *Per3^–/–^* mice was *Prdm16* and, with qPCR, we observed reduced circadian rhythmicity of *PRDM16* in conditions of constant darkness in the eye. *Prdm16* is located close to *Per3* on distal chromosome 4 and showed highly correlated levels of expression with *Per3* in BXD lines. PRDM16 is a zinc finger transcription factor that regulates a range of developmental processes that include the neocortex (Inoue et al., 2017), cardiovascular system and hematopoiesis (Chi and Cohen, 2016), and brown fat development (Seale et al., 2007). PRDM16 influences brown fat development by regulating expression of uncoupling protein 1, *Ucp1* (Iida et al., 2015), which was also differentially expressed in the hypothalamus. PRDM16 enhances *Ucp1* gene expression via a direct interaction with a subunit (MED1) of the mediator component of the RNA polymerase II complex (Iida et al., 2015). This regulation by PRDM16 also involves interaction with thyroid hormones receptors at thyroid receptor elements in gene promoters (Iida et al., 2015), which is perhaps also relevant for the differential expression of *Tshb* and *Tshr* that we observed in our data. It has also been shown that binding of PRDM16 to MED1 alters chromatin structure and regulates the activity of super-enhancers that drive expression of co-regulated genes (Harms et al., 2014). Because PRDM16 was consistently down-regulated in both tissues, which was confirmed with qPCR and agreed with the BXD expression correlation data, we investigated if there was a body mass phenotype in the *Per3^–/–^* mice. We indeed found that *Per3^–/–^* mice accumulated less body mass than WT mice when fed on a high-fat diet from age 4 weeks. Previously it has been shown that *Per3^–/–^* mice (albeit on a different background and with different lighting conditions) accumulated more body mass than WT when fed a high-fat diet (Dallmann and Weaver, 2010). However, that was only apparent from age 20 weeks and the reduced body mass accumulation that we found in the *Per3^–/–^* mice agrees with data from younger mice in the previous study. Indeed, after 13 weeks in our study the difference in accumulated body mass gain is no longer significant and it is possible that with extended measurements we would have seen an increase in body mass accumulation in the *Per3^–/–^* mice compared to WT mice, as was observed in older mice in the previous study. Thus, the influence of PER3/PRDM16 on body mass accumulation seems to be age-dependent, but may also be strain dependent as has been noted for metabolic phenotypes in other clock gene knock outs (Johnston et al., 2009). It is also interesting to note that both our study and the previous one by Dallmann and Weaver observed reduced food intake in both genotypes in the high fat diet compared to normal diet, and also reduced food intake in *Per3^–/–^* mice compared to WT.

We found that there was a highly significant LRS linkage peak between *Per3* expression and genetic variation at distal chromosome 4 and that the LRS peak width corresponded almost exactly with the region where we identified differentially expressed transcripts in the *Per3^–/–^* mice that colocalized around *Per3*. The only other core circadian clock gene to show a significant LRS peak for the BXD eye RNA dataset was *Nr1d1* (*Reverb*α) but the LRS peak was located on chromosome 4 while *Nr1d1* itself is on chromosome 11. There was a suggestive LRS peak for *Clock* at chromosome 1 that coincided exactly with the locations of *Per2* and *Hdac4*. Apart from *Per3*, none of the other circadian clock genes were found to covary in expression with other genes located in the same chromosomal region. However, some of the other core clock genes did show corelated expression with other known clock elements, whereas *Per3* did not. For example, the gene with expression most highly correlated with that of *Arntl* was *Clock*, and the fourth and seventh highest correlations were with *Per2* and *Dbp*, respectively. Similarly, for *Per2* the second and third highest expression correlations were with *Tef* and *Dbp*, respectively. Thus, unlike *Per3*, the expression of other clock genes is closely linked with the expression of other clock elements and not neighboring non-circadian genes. These observations are consistent with what we know about *Per3* – it is a non-essential clock gene with many associated non-circadian phenotypes.

Previously, we created knock in mice homozygous for either the 4- or 5-repeat allele of the primate-specific human *PER3* VNTR polymorphism (Hasan et al., 2014). We investigated differential gene expression in the hypothalamus in those mice after 12 h of sleep deprivation. We compared the lists of significantly differentially expressed genes from this and the previous experiment. From the Venn diagram in Supplementary Figure S3 (see also Supplementary Table S2 for lists of overlapping genes), we see that there is overlap between the lists for the KO eye and hypothalamus from this study but less overlap between those lists and the genes that were differentially expressed between the 4- and 5-repeat homozygous mice for the hypothalamus. It is also evident that there is little overlap between the KO eye and hypothalamus and the genes that covary with *Per3* in the eye in the BXD mice, although there is more overlap between those BXD genes and the differentially expressed VNTR alleles. From this we can speculate that when *Per3* is present in BXD mice, there is a set of genes colocalized at distal chromosome 4 whose expression is coregulated together with *Per3*. The absence of PER3 protein only directly affects the expression of a smaller number of genes in this region. Expression of *Per3* with either the 4- or 5-repeat alleles affects the expression of a larger number of coregulated genes but again only a small subset of the BXD covarying genes. This implies that PER3 itself only directly influences a small subset of other genes in this coregulated chromosomal region.

All of the data that we have presented here are consistent with the hypothesis that much of the gene expression in the distal region of mouse chromosome 4 is co-regulated. Such chromosomal regions of transcriptional co-regulation have been shown to be related directly with chromatin architecture whereby chromosomal regions of closely interacting chromatin form distinguishable units called TADs. Control elements within TADs can enhance gene expression within the TAD and suppress gene expression in a neighboring TAD (Dixon et al., 2016). In mammals, neighboring TADs are often co-regulated in a super structure whereby connecting chromatin loops produce strong chromatin interaction between TADs, with neighboring TADs in either active or inactive expression states (Szabo et al., 2019). To investigate the possibility that distal chromosome 4 contains a co-regulated TAD neighborhood, we used a Hi-C browser (see section “Materials and Methods”) to show chromatin interaction and associated predicted TADs in a published mouse cortex Hi-C dataset (Dixon et al., 2012). The results confirm that there is indeed an island of three interacting TADs at distal mouse chromosome 4 that corresponds almost exactly with the region (149–157 Mb) where we identified a cluster of differentially expressed transcripts in mouse eye and hypothalamus in our data (Supplementary Figure S4). This also corresponds precisely with the position and width of the eQTL LRS peak for *Per3* expression, and with the chromosomal position of genes whose expression in BXD lines significantly covaries with *Per3* expression.

Topologically associating domain boundaries are defined by specific chromatin features including binding of protein elements such as CCCTC-binding factor (CTCF) and cohesion complex (Dixon et al., 2016). From the heatmap in Supplementary Figure S4b, it can be seen that *Per3* is located very close to the boundary between two predicted neighboring TADs. The *Per3* functional knock out mouse was created using a PGK-NEO cassette that replaced exon 3 and the intron between exon 3 and exon 4, introducing a stop codon in all three reading frames, resulting in undetectable levels of PER3 protein (Shearman et al., 2000). However, addition of the cassette increased the detectable size of the *Per3* mRNA by 2 kb and expression levels of *Per3* mRNA were significantly reduced in the suprachiasmatic nucleus and skeletal muscle, which is in line with our reduced expression for *Per3* in the hypothalamus of *Per3^–/–^* mice. Thus, we cannot exclude the possibility that insertion of an extra 2 kb in the *Per3* KO transgene has somehow altered chromatin architecture in this region and affected the TAD boundary dynamics, leading to altered regulation of local gene expression, including that of *Per3* itself.

A similar TAD island is also present at the region of human chromosome 1 that is syntenic with mouse distal chromosome 4, where *PER3* is also positioned at the boundary between two neighboring TADs. The human *PER3* VNTR polymorphism is an insertion of only 54 bp in exon 19 (in the current human genome assembly GRCh38.p13) and rather than altering chromatin structure and TAD dynamics, it seems more likely that this coding-region polymorphism affects PER3 protein function which leads to the observed phenotypic associations (although the VNTR does overlap with a regulatory open chromatin mark). However, the human genome assembly also shows that the *PER3* gene overlaps with a long non-coding RNA (lncRNA) transcript (lncZ98884.1-201) present on the opposite strand. The transcriptional start site of the lncRNA coincides with *PER3* exon 18, where there is also an H3K27Ac histone acetylation mark and a DNaseI sensitivity site, which are both markers of chromatin modification and accessibility associated with regulatory elements at gene transcription start sites. Thus, transcription of the lncRNA could be affected by the adjacent *PER3* VNTR. The function of this particular lncRNA is unknown, but lncRNAs mainly regulate transcription and translation and it is possible that this antisense transcript regulates *PER3* expression in addition to other genes. The current mouse genome annotation does not include an antisense lncRNA within *Per3* but this cannot be ruled out.

Some developmental diseases caused by chromosome abnormalities have been shown to disrupt TAD architecture that regulates developmental gene expression (e.g., F syndrome caused by an inversion on chromosome 2; see Lupianez et al., 2016, for review). Human 1p36 deletion syndrome is caused by a chromosomal deletion in a region of chromosome 1 that is syntentic with mouse distal chromosome 4. Developmental abnormalities include intellectual disability, brain anomalies, vision problems, hearing loss, facial anomalies, and heart defects (Jordan et al., 2015). Disruption to several genes has been associated with the syndrome, including *PRDM16* and *KCNAB2*, which were differentially expressed in the present study. Thus, we hypothesize that 1p36 deletion disrupts the conserved TAD architecture in this region.

We and others have previously shown that PER3 associates with a wide range of non-circadian phenotypes. In this study, we have demonstrated that the functional knock out of *Per3* led to changes in the expression of genes with functions related to those phenotypes. A significant number of the co-regulated genes also occur in close proximity to *Per3* on distal chromosome 4, where eQTL analyses show there is a significant linkage peak that covers the same chromosomal location and many genes in that region show correlated expression with *Per3* in BXD lines. Chromatin interaction analyses showed that this region is a TAD superdomain which explains the local co-regulation that we observed in both our data and the eQTL data. Thus, expression of *Per3* (and human *PER3* at syntenic chromosome 1) is co-regulated with a number of neighboring genes which presumably explains its association with a range of pleiotropic phenotypes. The links between these phenotypes and human disease underlines the relevance for a greater awareness of genetic variation and regulation in this chromosomal region.

## Data Availability Statement

The datasets for this study can be found in the GEO database, under accession number GSE143650: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143650.

## Ethics Statement

All experimental procedures were approved by the University of Surrey, Animal Ethics Committee and carried out under a United Kingdom Home Office License.

## Author Contributions

DVdV, JJ, D-JD, and SA conceived the research and wrote the manuscript. DVdV, S-EB, and SA performed the research. DVdV, EL, and SA analyzed the data.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AlexanderM.BurchJ. B.SteckS. E.ChenC. F.HurleyT. G.CavicchiaP. (2015). Case-control study of the PERIOD3 clock gene length polymorphism and colorectal adenoma formation. *Oncol. Rep.* 33 935–941. 10.3892/or.2014.3667 25501848PMC4306271

[B2] ArcherS. N.OsterH. (2015). How sleep and wakefulness influence circadian rhythmicity: effects of insufficient and mistimed sleep on the animal and human transcriptome. *J. Sleep Res.* 24 476–493. 10.1111/jsr.12307 26059855

[B3] ArcherS. N.RobilliardD. L.SkeneD. J.SmitsM.WilliamsA.ArendtJ. (2003). A length polymorphism in the circadian clock gene Per3 is linked to delayed sleep phase syndrome and extreme diurnal preference. *Sleep* 26 413–415. 10.1093/sleep/26.4.413 12841365

[B4] BaeK.JinX.MaywoodE. S.HastingsM. H.ReppertS. M.WeaverD. R. (2001). Differential functions of *mPer1*, *mPer2*, and *mPer3* in the SCN circadian clock. *Neuron* 30 525–536. 10.1016/s0896-6273(01)00302-6 11395012

[B5] BaizabalJ. M.MistryM.GarciaM. T.GomezN.OlukoyaO.TranD. (2018). The epigenetic state of PRDM16-regulated enhancers in radial glia controls cortical neuron position. *Neuron* 99 239–241. 10.1016/j.neuron.2018.06.031 30001508

[B6] BassJ.TakahashiJ. S. (2010). Circadian integration of metabolism and energetics. *Science* 330 1349–1354. 10.1126/science.1195027 21127246PMC3756146

[B7] BenedettiF.DallaspeziaS.ColomboC.PirovanoA.MarinoE.SmeraldiE. (2008). A length polymorphism in the circadian clock gene Per3 influences age at onset of bipolar disorder. *Neurosci. Lett.* 445 184–187. 10.1016/j.neulet.2008.09.002 18789374

[B8] BennettB. J.FarberC. R.OrozcoL.KangH. M.GhazalpourA.SiemersN. (2010). A high-resolution association mapping panel for the dissection of complex traits in mice. *Genome Res.* 20 281–290. 10.1101/gr.099234.109 20054062PMC2813484

[B9] BollettiniI.MelloniE. M.AggioV.PolettiS.LorenziC.PirovanoA. (2017). Clock genes associate with white matter integrity in depressed bipolar patients. *Chronobiol. Int.* 34 212–224. 10.1080/07420528.2016.1260026 27996307

[B10] ChellappaS. L.ViolaA. U.SchmidtC.BachmannV.GabelV.MaireM. (2012). Human melatonin and alerting response to blue-enriched light depend on a polymorphism in the clock gene *PER3*. *J. Clin. Endocrinol. Metab.* 97 E433–E437. 10.1210/jc.2011-2391 22188742

[B11] ChiJ.CohenP. (2016). The multifaceted roles of PRDM16: adipose biology and beyond. *Trends Endocrinol. Metab.* 27 11–23. 10.1016/j.tem.2015.11.005 26688472

[B12] DallmannR.WeaverD. R. (2010). Altered body mass regulation in male mPeriod mutant mice on high-fat diet. *Chronobiol. Int.* 27 1317–1328. 10.3109/07420528.2010.489166 20653457PMC2911971

[B13] DavidsonA. J.SellixM. T.DanielJ.YamazakiS.MenakerM.BlockG. D. (2006). Chronic jet-lag increases mortality in aged mice. *Curr. Biol.* 16 R914–R916.1708468510.1016/j.cub.2006.09.058PMC1635966

[B14] DewandreD.AtienzaM.Sanchez-EspinosaM. P.CanteroJ. L. (2018). Effects of PER3 clock gene polymorphisms on aging-related changes of the cerebral cortex. *Brain Struct. Funct.* 223 597–607. 10.1007/s00429-017-1513-0 28900721

[B15] DixonJ. R.GorkinD. U.RenB. (2016). Chromatin domains: the unit of chromosome organization. *Mol. Cell* 62 668–680. 10.1016/j.molcel.2016.05.018 27259200PMC5371509

[B16] DixonJ. R.SelvarajS.YueF.KimA.LiY.ShenY. (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. *Nature* 485 376–380. 10.1038/nature11082 22495300PMC3356448

[B17] GroegerJ. A.ViolaA. U.LoJ. C.von SchantzM.ArcherS. N.DijkD. J. (2008). Early morning executive functioning during sleep deprivation is compromised by a PERIOD3 polymorphism. *Sleep* 31 1159–1167. 18714788PMC2542962

[B18] GuessJ.BurchJ. B.OgoussanK.ArmsteadC. A.ZhangH.WagnerS. (2009). Circadian disruption, *Per3*, and human cytokine secretion. *Integr. Cancer Ther.* 8 329–336. 10.1177/1534735409352029 19926609PMC2959170

[B19] HarmsM. J.IshibashiJ.WangW.LimH. W.GoyamaS.SatoT. (2014). Prdm16 is required for the maintenance of brown adipocyte identity and function in adult mice. *Cell Metab.* 19 593–604. 10.1016/j.cmet.2014.03.007 24703692PMC4012340

[B20] HasanS.van der VeenD. R.Winsky-SommererR.DijkD. J.ArcherS. N. (2011). Altered sleep and behavioral activity phenotypes in PER3-deficient mice. *Am. J. Physiol. Regul. Integr. Comp. Physiol.* 301 R1821–R1830. 10.1152/ajpregu.00260.2011 21957163

[B21] HasanS.van der VeenD. R.Winsky-SommererR.HogbenA.LaingE. E.KoentgenF. (2014). A human sleep homeostasis phenotype in mice expressing a primate-specific *PER3* variable-number tandem-repeat coding-region polymorphism. *FASEB J.* 28 2441–2454. 10.1096/fj.13-240135 24577121PMC4046067

[B22] IidaS.ChenW.NakadaiT.OhkumaY.RoederR. G. (2015). PRDM16 enhances nuclear receptor-dependent transcription of the brown fat-specific Ucp1 gene through interactions with Mediator subunit MED1. *Genes Dev.* 29 308–321. 10.1101/gad.252809.114 25644605PMC4318147

[B23] InoueM.IwaiR.TabataH.KonnoD.Komabayashi-SuzukiM.WatanabeC. (2017). Prdm16 is crucial for progression of the multipolar phase during neural differentiation of the developing neocortex. *Development* 144 385–399. 10.1242/dev.136382 27993981

[B24] JohnstonJ. D.FrostG.OtwayD. T. (2009). Adipose tissue, adipocytes and the circadian timing system. *Obes. Rev.* 10(Suppl. 2), 52–60. 10.1111/j.1467-789x.2009.00665.x 19849802

[B25] JordanV. K.ZaveriH. P.ScottD. A. (2015). 1p36 deletion syndrome: an update. *Appl. Clin. Genet.* 8 189–200. 10.2147/TACG.S65698 26345236PMC4555966

[B26] KarthikeyanR.MarimuthuG.RamasubramanianC.ArunachalG.BaHammamA. S.SpenceD. W. (2014a). Association of *Per3* length polymorphism with bipolar I disorder and schizophrenia. *Neuropsychiatr. Dis. Treat.* 10 2325–2330. 10.2147/NDT.S73765 25525361PMC4267513

[B27] KarthikeyanR.MarimuthuG.SooriyakumarM.BaHammamA. S.SpenceD. W.Pandi-PerumalS. R. (2014b). *Per3* length polymorphism in patients with type 2 diabetes mellitus. *Horm. Mol. Biol. Clin. Investig.* 18 145–149. 10.1515/hmbci-2013-0049 25390010

[B28] KolbeI.OsterH. (2019). Chronodisruption, metabolic homeostasis, and the regulation of inflammation in adipose tissues. *Yale J. Biol. Med.* 92 317–325. 31249492PMC6585521

[B29] LaingE.SmithC. P. (2010). RankProdIt: a web-interactive Rank Products analysis tool. *BMC Res. Notes* 3:221. 10.1186/1756-0500-3-221 20691047PMC2930644

[B30] LazarA. S.SlakA.LoJ. C.SanthiN.von SchantzM.ArcherS. N. (2012). Sleep, diurnal preference, health, and psychological well-being: a prospective single-allelic-variation study. *Chronobiol. Int.* 29 131–146. 10.3109/07420528.2011.641193 22324552

[B31] LiaoY.WangJ.JaehnigE. J.ShiZ.ZhangB. (2019). WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. *Nucleic Acids Res.* 47 W199–W205. 10.1093/nar/gkz401 31114916PMC6602449

[B32] LoJ. C.GroegerJ. A.SanthiN.ArbonE. L.LazarA. S.HasanS. (2012). Effects of partial and acute total sleep deprivation on performance across cognitive domains, individuals and circadian phase. *PLoS One* 7:e45987. 10.1371/journal.pone.0045987 23029352PMC3454374

[B33] LupianezD. G.SpielmannM.MundlosS. (2016). Breaking TADs: how alterations of chromatin domains result in disease. *Trends Genet.* 32 225–237. 10.1016/j.tig.2016.01.003 26862051

[B34] MachadoR. B.RochaM. R.SucheckiD. (2017). Brain prolactin is involved in stress-induced REM sleep rebound. *Horm. Behav.* 89 38–47. 10.1016/j.yhbeh.2016.12.004 28017595

[B35] MaretS.DorsazS.GurcelL.PradervandS.PetitB.PfisterC. (2007). Homer1a is a core brain molecular correlate of sleep loss. *Proc. Natl. Acad. Sci. U.S.A.* 104 20090–20095. 10.1073/pnas.0710131104 18077435PMC2148427

[B36] MulliganM. K.MozhuiK.PrinsP.WilliamsR. W. (2017). GeneNetwork: a toolbox for systems genetics. *Methods Mol. Biol.* 1488 75–120. 10.1007/978-1-4939-6427-7_4 27933521PMC7495243

[B37] OishiY.YoshidaK.ScammellT. E.UradeY.LazarusM.SaperC. B. (2015). The roles of prostaglandin E2 and D2 in lipopolysaccharide-mediated changes in sleep. *Brain Behav. Immun.* 47 172–177. 10.1016/j.bbi.2014.11.019 25532785PMC4468012

[B38] ParkH. J.ParkJ. K.KimS. K.ChoA. R.KimJ. W.YimS. V. (2011). Association of polymorphism in the promoter of the melatonin receptor 1A gene with schizophrenia and with insomnia symptoms in schizophrenia patients. *J. Mol. Neurosci.* 45 304–308. 10.1007/s12031-011-9522-6 21526376

[B39] PaxinosG.FranklinK. B. J. (2001). *The Mouse Brain in Stereotaxic Coordinates.* Cambridge, MA: Academic Press.

[B40] PendergastJ. S.NiswenderK. D.YamazakiS. (2012). Tissue-specific function of Period3 in circadian rhythmicity. *PLoS One* 7:e30254. 10.1371/journal.pone.0030254 22253927PMC3256228

[B41] PereiraJ. C.Jr.AndersenM. L. (2014). The role of thyroid hormone in sleep deprivation. *Med. Hypotheses* 82 350–355. 10.1016/j.mehy.2014.01.003 24468575

[B42] RamanathanC.XuH.KhanS. K.ShenY.GitisP. J.WelshD. K. (2014). Cell type-specific functions of period genes revealed by novel adipocyte and hepatocyte circadian clock models. *PLoS Genet.* 10:e1004244. 10.1371/journal.pgen.1004244 24699442PMC3974647

[B43] ReteyJ. V.AdamM.KhatamiR.LuhmannU. F.JungH. H.BergerW. (2007). A genetic variation in the adenosine A2A receptor gene (ADORA2A) contributes to individual sensitivity to caffeine effects on sleep. *Clin. Pharmacol. Ther.* 81 692–698. 10.1038/sj.clpt.6100102 17329997

[B44] RuppT. L.WesenstenN. J.NewmanR.BalkinT. J. (2013). *PER3* and *ADORA2A* polymorphisms impact neurobehavioral performance during sleep restriction. *J. Sleep Res.* 22 160–165. 10.1111/j.1365-2869.2012.01062.x 23171222

[B45] SabaL.BhaveS. V.GrahameN.BiceP.LapadatR.BelknapJ. (2006). Candidate genes and their regulatory elements: alcohol preference and tolerance. *Mamm. Genome* 17 669–688. 10.1007/s00335-005-0190-0 16783646

[B46] SamblasM.MilagroF. I.MansegoM. L.MartiA.MartinezJ. A. (2018). *PTPRS* and *PER3* methylation levels are associated with childhood obesity: results from a genome-wide methylation analysis. *Pediatr. Obes.* 13 149–158. 10.1111/ijpo.12224 28614626

[B47] SealeP.KajimuraS.YangW.ChinS.RohasL. M.UldryM. (2007). Transcriptional control of brown fat determination by PRDM16. *Cell Metab.* 6 38–54. 10.1016/j.cmet.2007.06.001 17618855PMC2564846

[B48] ShearmanL. P.JinX.LeeC.ReppertS. M.WeaverD. R. (2000). Targeted disruption of the *mPer3* gene: subtle effects on circadian clock function. *Mol. Cell. Biol.* 20 6269–6275. 10.1128/mcb.20.17.6269-6275.2000 10938103PMC86101

[B49] SulkavaS.MuggallaP.SulkavaR.OllilaH. M.PeuralinnaT.MyllykangasL. (2018). Melatonin receptor type 1A gene linked to Alzheimer’s disease in old age. *Sleep* 41:zsy103. 10.1093/sleep/zsy103 29982836PMC6047434

[B50] SulkavaS.OllilaH. M.AlasaariJ.PuttonenS.HarmaM.ViitasaloK. (2017). Common genetic variation near melatonin receptor 1A gene linked to job-related exhaustion in shift workers. *Sleep* 40:zsw011. 10.1093/sleep/zsw011 28364478PMC5806557

[B51] SzaboQ.BantigniesF.CavalliG. (2019). Principles of genome folding into topologically associating domains. *Sci. Adv.* 5:eaaw1668. 10.1126/sciadv.aaw1668 30989119PMC6457944

[B52] Van CauterE.LeproultR.PlatL. (2000). Age-related changes in slow wave sleep and REM sleep and relationship with growth hormone and cortisol levels in healthy men. *JAMA* 284 861–868. 1093817610.1001/jama.284.7.861

[B53] van der VeenD. R.ArcherS. N. (2010). Light-dependent behavioral phenotypes in PER3-deficient mice. *J. Biol. Rhythms* 25 3–8. 10.1177/0748730409356680 20075295

[B54] VandewalleG.ArcherS. N.WuillaumeC.BalteauE.DegueldreC.LuxenA. (2009). Functional magnetic resonance imaging-assessed brain responses during an executive task depend on interaction of sleep homeostasis, circadian phase, and *PER3* genotype. *J. Neurosci.* 29 7948–7956. 10.1523/JNEUROSCI.0229-09.2009 19553435PMC6666044

[B55] VandewalleG.ArcherS. N.WuillaumeC.BalteauE.DegueldreC.LuxenA. (2011). Effects of light on cognitive brain responses depend on circadian phase and sleep homeostasis. *J. Biol. Rhythms* 26 249–259. 10.1177/0748730411401736 21628552

[B56] ViolaA. U.ArcherS. N.JamesL. M.GroegerJ. A.LoJ. C.SkeneD. J. (2007). *PER3* polymorphism predicts sleep structure and waking performance. *Curr. Biol.* 17 613–618. 10.1016/j.cub.2007.01.073 17346965

[B57] ViolaA. U.ChellappaS. L.ArcherS. N.PuginF.GotzT.DijkD. J. (2012). Interindividual differences in circadian rhythmicity and sleep homeostasis in older people: effect of a *PER3* polymorphism. *Neurobiol. Aging* 33 1010.e17–1010.e27. 10.1016/j.neurobiolaging.2011.10.024 22169200

[B58] WirthM.BurchJ.ViolantiJ.BurchfielC.FekedulegnD.AndrewM. (2013). Association of the Period3 clock gene length polymorphism with salivary cortisol secretion among police officers. *Neuro Endocrinol. Lett.* 34 27–37. 23524621PMC3655703

[B59] XiaoY.HsiaoT. H.SureshU.ChenH. I.WuX.WolfS. E. (2014). A novel significance score for gene selection and ranking. *Bioinformatics* 30 801–807. 10.1093/bioinformatics/btr671 22321699PMC3957066

[B60] ZengH. C.BaeY.DawsonB. C.ChenY.BertinT.MunivezE. (2017). MicroRNA miR-23a cluster promotes osteocyte differentiation by regulating TGF-beta signalling in osteoblasts. *Nat. Commun.* 8:15000. 10.1038/ncomms15000 28397831PMC5394267

[B61] ZhangB.KirovS.SnoddyJ. (2005). WebGestalt: an integrated system for exploring gene sets in various biological contexts. *Nucleic Acids Res.* 33 W741–W748. 1598057510.1093/nar/gki475PMC1160236

[B62] ZouY.LiaoG.LiuY.WangY.YangZ.LinY. (2008). Association of the 54-nucleotide repeat polymorphism of *hPer3* with heroin dependence in Han Chinese population. *Genes Brain Behav.* 7 26–30. 1745145310.1111/j.1601-183X.2007.00314.x

# Supplementary material for: A Topological Cluster of Differentially Regulated Genes in Mice Lacking PER3
**Source:** Front Mol Neurosci. 2020 Feb 13;13:15. doi: 10.3389/fnmol.2020.00015
**Supplement:** Supplementary file 8

## Supplementary Material

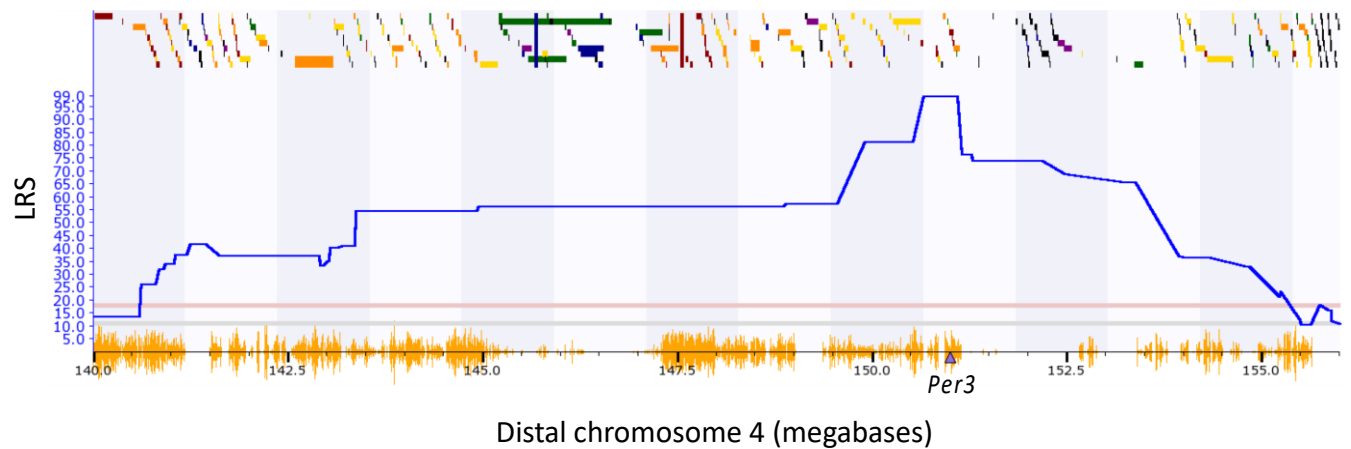

**Figure S1.** Likelihood ratio statistics (LRS) score (blue line) for genetic variation linked with *Per3* expression (1421086\_at) in the eye for distal chromosome 4 (140.0 – 156.0 Mb). The red horizontal bar represents statistical significance for LRS and the grey bar represents suggestive significance levels. Triangle on the x axis indicates the chromosomal position of *Per3*. The density of genetic variation across the region is shown by orange bars on the x axis. The positions of mapped genes/transcripts in the region are shown by coloured bars at the top of the figure.

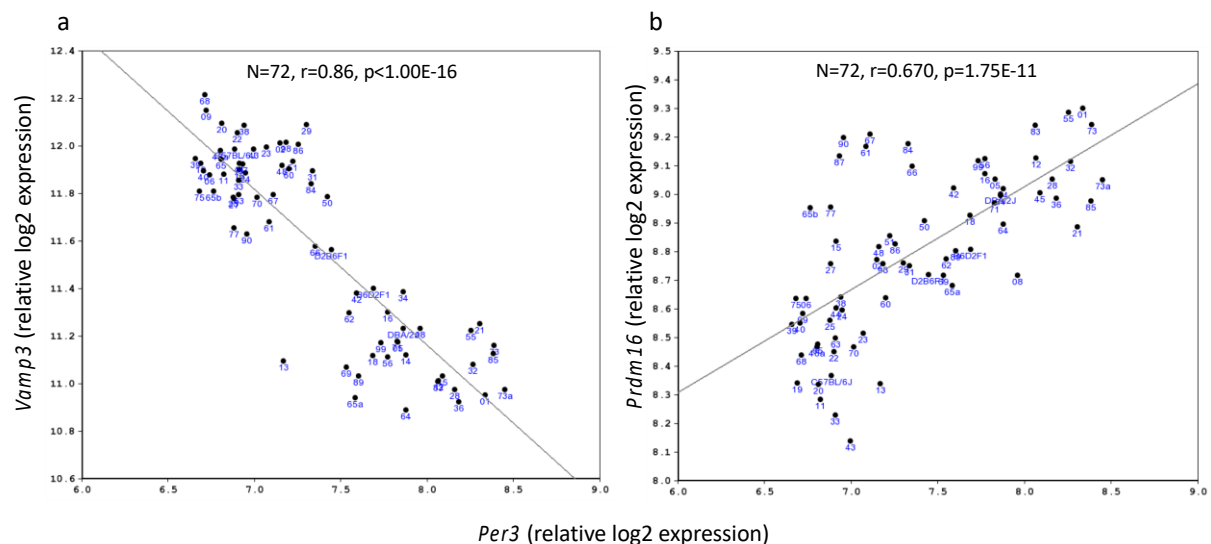

**Figure S2.** BXD gene expression highly correlated with *Per3*. (a) Expression levels of *Vamp3* showed the highest correlation with expression levels for *Per3* in BXD strains ( $r=0.862$ ,  $p<1.00e-16$ ). (b) *Prdm16* expression levels were positively correlated with *Per3* expression levels in BXD strains ( $r=0.67$ ,  $p=1.75e-11$ ).

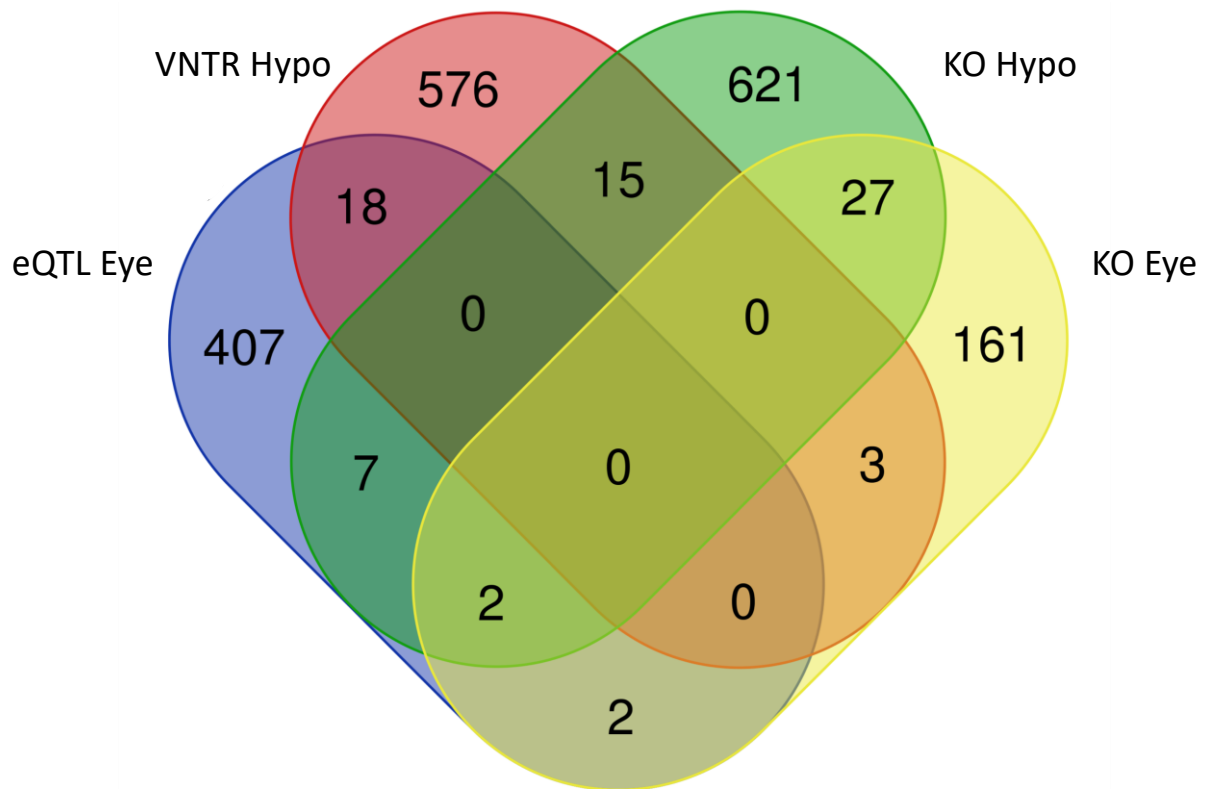

**Figure S3.** Venn diagram of overlap between lists of differential gene expression. ‘Eye eQTL’ is the list of top-500 transcripts (436 unique genes) whose expression covaries with *Per3* in the eye in BXD mice. ‘VNTR45’ is the list of genes differentially expressed in the hypothalamus between *Per3* 4-repeat and *Per3* 5-repeat mice (612 unique genes). ‘KO Hypo’ and ‘KO Eye’ are the lists of differentially expressed gene in the hypothalamus and eye, respectively, in the *Per3* KO mice in this study (672 and 195 unique genes, respectively).

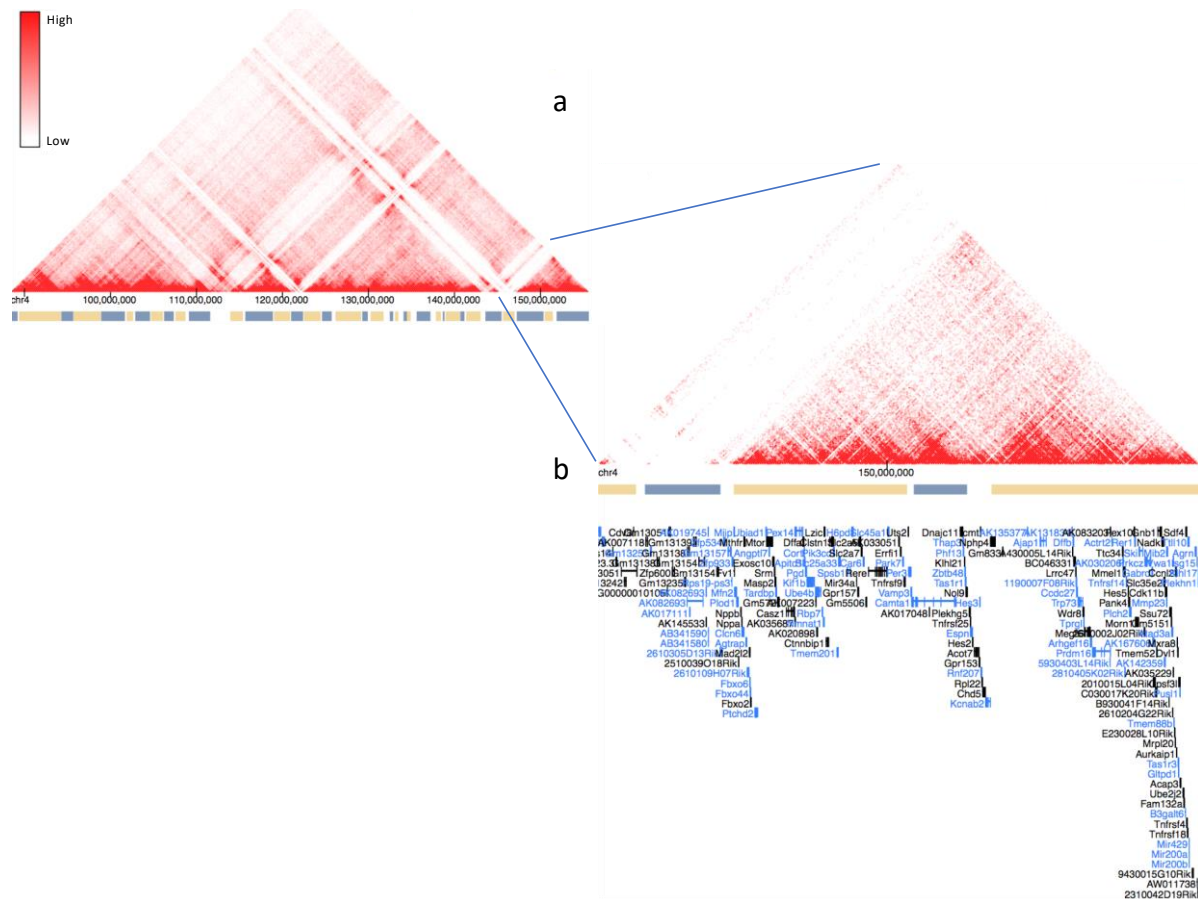

**Figure S4.** (a) Heatmap for Hi-C chromatin interaction scores (higher = more interaction) for chromosome 4 region 88 – 156 Mb. Predicted topologically associating domains (TADs) are indicated below in bars of alternating yellow and grey shading. (b) Hi-C chromatin interaction heatmap for the enlarged region of distal chromosome 4 at 144 – 156 Mb with three main TADs indicated below and mapped gene positions shown beneath.

| Target        | Forward primer         | Reverse primer            | Probe                   |
|---------------|------------------------|---------------------------|-------------------------|
| <i>Prdm16</i> | GGAGCCATGGATCAGAAAACTC | CTTCCGATTTCCTCTTCATACC    | TGGCCACATCCAGGCAACTGCA  |
| <i>Rplp0</i>  | GGGATTCGGTCTCTTCGACTAA | GCCTTTATTTCATCTTTCTCAAATT | CCCGCCAAAGCAACCAAGTCAGC |

**Table S1.** Primers and probes used for QPCR.

| Gene list               | Total overlap | Gene overlap                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| eQTL Eye/KO Hypo/KO Eye | 2             | <i>Prdm16</i> , <i>Tnfrsf14</i>                                                                                                                                                                                                                                                                                                                                                                                                 |
| eQTL Eye/VNTR Hypo      | 18            | <i>Ssu72</i> , <i>Anks1</i> , <i>Mob1b</i> , <i>Htt</i> , <i>Agtrap</i> , <i>Mthfr</i> , <i>Nck1</i> , <i>Gpr107</i> , <i>Prdm2</i> , <i>Vps13d</i> , <i>Rtel1</i> , <i>Ppil4</i> , <i>Chac2</i> , <i>Plaa</i> , <i>Mrps15</i> , <i>Fbxo44</i> , <i>Cdc42</i> , <i>Clcn6</i>                                                                                                                                                    |
| eQTL Eye/KO Hypo        | 7             | <i>Rad54l</i> , <i>Pon2</i> , <i>Phldb2</i> , <i>Acad11</i> , <i>Per3</i> , <i>Tbx5</i> , <i>Ms4a1</i>                                                                                                                                                                                                                                                                                                                          |
| eQTL Eye/KO Eye         | 2             | <i>Ptprk</i> , <i>Ube2j2</i>                                                                                                                                                                                                                                                                                                                                                                                                    |
| VNTR Hypo/KO Hypo       | 15            | <i>Sep6</i> , <i>Akr1c12</i> , <i>Gm15328</i> , <i>E2f8</i> , <i>Adh1</i> , <i>Folr2</i> , <i>4932438A13Rik</i> , <i>Klhl13</i> , <i>Foxk2</i> , <i>Zbtb46</i> , <i>Cdc6</i> , <i>Doc2g</i> , <i>Galnt16</i> , <i>1500015O10Rik</i> , <i>Tsen2</i>                                                                                                                                                                              |
| VNTR Hypo/KO Eye        | 3             | <i>Plekha6</i> , <i>Pde4b</i> , <i>Pde4d</i>                                                                                                                                                                                                                                                                                                                                                                                    |
| KO Hypo/KO Eye          | 27            | <i>Alb</i> , <i>Agr3</i> , <i>Aoc1</i> , <i>Sp8</i> , <i>Cyp2e1</i> , <i>S100a9</i> , <i>Zfp358b</i> , <i>1500026H17Rik</i> , <i>Ltf</i> , <i>Kcnab2</i> , <i>Clstn1</i> , <i>Trim61</i> , <i>Vmn1r26</i> , <i>Fat3</i> , <i>Gm11264</i> , <i>Mup15</i> , <i>Slc2a5</i> , <i>Pcgf3</i> , <i>Mup-ps19</i> , <i>Gmn</i> , <i>Wnk1</i> , <i>Gm12601</i> , <i>Sult1c2</i> , <i>Mup9</i> , <i>Olah</i> , <i>Rnf207</i> , <i>Reg4</i> |

**Table S2.** Identification of overlapping differentially expressed genes for the 'Eye eQTL' list of top-500 transcripts (436 unique genes) whose expression covaries with *Per3* in the eye in BXD mice, the 'VNTR45' list of genes differentially expressed in the hypothalamus between *Per3* 4-repeat and *Per3* 5-repeat mice (612 unique genes), and the 'KO Hypo' and 'KO Eye' lists of differentially expressed gene in the hypothalamus and eye, respectively, in the *Per3* KO mice in this study (672 and 195 unique genes, respectively).

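The lists KO Hypo and KO Eye of this table hold genes of the rank product probes, with 1 gene counted once for all its probes. In the lists computed here, 7 genes are shared by the tissues, 9330169L03Rik, ENSMUST00000084544, Gm12601, Prdm16, Rnf207, Slc2a5 and Tnfrsf14, of which 4 lie in the region of chromosome 4 around Per3. ENSMUST00000084544 and Gm12601 were named after their values were seen. Matched by the gene names used here, the paper's lists share 29 genes, and 5 of these are also shared in the lists computed here.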

How the deposited data were processed for this re-analysis (not part of the article)

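Gene expression was measured in the hypothalamic block of 8 wild-type (WT) and 8 knockout mice and in the whole eye of 7 mice of each genotype, with 1 array of 60-mer probes and 1 label (Cy3) per mouse and tissue and no pooling. The authors extracted each spot's intensity with Agilent's Feature Extraction software, and per the file headers the deposited processed intensities are background-subtracted and detrended, on a linear scale, with no normalization between arrays. The authors also deposited log2 values for 41267 features, control features included, which are the processed signals relative to the array's 75th percentile, minus the median of each probe over the arrays of the tissue, as the values themselves show. The marks the authors deposited per spot (well above background, uneven, outlier) come from the same software.

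The processed intensities of the 41174 probes that are not controls were taken to log2, and the log2 of the array's 75th percentile was subtracted. Spots marked uneven or as outliers were left out, at most 91 on an array. Gene names came from the current names of each probe's accession (27027 probes), symbol (5011) or synonym (796), and otherwise from the array files (8340). Positions were those in the hypothalamus array files, on assembly mm9, which give a position for 40393 probes, 2346 of them on chromosome 4. The files of the eye arrays name an older assembly and hold no positions. The region of chromosome 4 was the interval from the first to the last gene of Fig. 2B, widened by 0.5 Mb on each side.

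Genotypes were compared within each tissue with limma 3.58.1 in R 4.3.3 (a linear model per probe with moderated variances), and p-values were adjusted by the Benjamini-Hochberg method over all 41174 probes. Standard errors are those of the linear model. The combined score was the absolute log2 fold change times the -log10 of the unadjusted p, and its 50 highest probes and the 20 probes of lowest p were counted in the region. Rank products were computed over all pairs of a WT and a knockout array, in an implementation written here, with 100 permutations and a share of false positives under 0.05, in each direction. The difference in genotype effect between the tissues was fitted over all 30 arrays with the mouse as a random block (correlation 0.059). Correlations with Per3 were computed within each genotype and tissue, with exact permutation p-values adjusted over 64 relations. Tests between genotypes and of correlations were two-sided. The comparisons with random lists of genes and with other splits, and that of the spread between probes of 1 gene, were one-sided and counted results as large as the real one. Tests of single probes between genotypes were exact permutation tests, with 432 arrangements in the eye and 1296 in the hypothalamus where the labels were permuted within slides. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

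The named genes were every gene of Fig. 2B, the genes that the text names as differentially expressed in this study, and in each tissue the 10 probes with the largest fold changes among those at an adjusted p under 0.05. Where a gene has several probes, the one reported is the probe of Data File S2 for that tissue, otherwise that of Data File S1, otherwise the probe of highest mean signal. Lists of marker genes of the pituitary, choroid plexus, liver, ocular surface and glands, skeletal muscle and adipose tissue, and of the circadian clock, were written before the values were seen. Random splits of the mice into groups of the same sizes, 100 per result with a fixed seed, were analysed the same way as the real one. After the data were seen, 100 splits that keep the number of arrays of each group on every slide were added.

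Depth on arrays is the signal over background. Between 27975 and 33242 probes per array were well above background, 67.9% to 75.4% on the WT and 69.1% to 75.6% on the knockout arrays of the hypothalamus, and 72.5% to 80.7% and 71.4% to 79.6% on those of the eye. Below that level a difference compares background signals. Where 1 group was not well above background on any array, the fold is given as a lower bound or not at all. The number of arrays limits the precision.

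Both genotypes lie on each of the 4 slides of a tissue, with 2 eye arrays on slide 1 and 4 arrays on every other slide. Replicate numbers were not used to pair the samples. The deviations from the group means of mice of the same number in different genotypes had correlations between 0.00139 and 0.679 in the eye and between -0.204 and 0.396 in the hypothalamus, so not every pair varied together, and the methods name no pairing. The alternatives, chosen before the data were examined, were quantile normalization, normexp background correction (offset 50, with the spot's median intensity in the eye, whose files hold no spot mean), only probes well above background on every array of a genotype (29234 in the eye and 27867 in the hypothalamus), a floor on dim signals (log2 of -6.71 in the eye and -6.90 in the hypothalamus), the unpaired test of the methods, the slide or the replicate number as a block, group medians, the authors' log2 values, array weights, the 7 mice per genotype with an eye array, the whole of chromosome 4, and limits of 0.1 and 0.01 on the share of false positives. Further alternatives were chosen after the data were seen. These were leaving out each mouse in turn, counting probes where the paper's data files place them, the slide as a block in the comparison between tissues, quantile normalization together with a false-positive limit of 0.1, permutation of single probes within slides, and the correlations with Per3 with the slide means taken out.

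The procedures were tested on simulated data with the array's own spreads and known changes. With 200 probes changed by 1 on the log2 scale, limma called 150 probes in the eye, 142 of them changed, and 172 in the hypothalamus, 162 of them changed, and with no change it called 0 in each. The rank product found 177 and 196 of the 200 among 1124 and 1407 calls. With no change it called 841 and 1164 probes, and 0 in each tissue when all probes were given the same spread. The simulated noise was independent between arrays and held no slide effects, unlike the real arrays. The qPCR, body mass, expression trait and chromosome conformation data of the paper were not analysed here, and the enrichment and network analyses were not recomputed.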

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

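The tests of Prdm16 between the tissues, of a mislabelled sample, of slides and of low signal in the cluster, the fits that leave out 1 mouse or use the slide as a block between tissues, and other splits within slides, were chosen after the results were seen.

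In 18 of 180 groups of mice, 1 mouse lay far from the others, where chance gives about 9. The number given is the gap to the nearest other mouse as a share of the group's range. Of the 8 hypothalamus groups of pituitary genes and their list, 7 were among the 18. Knockout mouse 1 was highest for Prl (0.839), Gh (0.883), Tshb (0.831) and the mean of the pituitary list (0.904), and WT mouse 5 for Prl (0.681), Gh (0.824) and the list mean (0.683). RNA from pituitary tissue in the hypothalamic block is a candidate explanation, since the markers rose and fell together within a genotype (mean r across pairs of genes 0.88) and all 9 were highest in knockout mouse 1, with Prl 13.22 and Gh 12.97 above the median mouse. Of the 9, 6 were well above background in every hypothalamus array, and 4 are on the paper's rank product list. The genotype was not shown to shift these genes (mean of the list, exact permutation p = 0.79), and a difference between mice in the pituitary genes of the hypothalamus itself was not tested.

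The remaining far mice follow no single animal. In the eye these were Faap20 in knockout mouse 5 (0.641, lowest), Adipoq in knockout mouse 2 (0.574, lowest), Ucp1 in knockout mouse 3 (0.627, highest), Tshr in WT mouse 8 (0.662, lowest) and in knockout mouse 8 (0.663, lowest), and the mean of the clock list in WT mouse 5 (0.624, highest). In the hypothalamus these were Spsb1 in knockout mouse 7 (0.556, lowest), Per3 in WT mouse 7 (0.592, lowest), Atad3aos in knockout mouse 4 (0.530, lowest), Park7 in knockout mouse 2 (0.571, highest) and Ghr in knockout mouse 2 (0.568, highest), whose knockout signals were not above background. These 11 are close to the number that chance gives over 180 groups, and no biological explanation was tested for them.

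Per3 in WT mouse 7 of the hypothalamus lay nearest to the knockout mice, and the Per3 signals of 1 knockout mouse in the hypothalamus and 3 in the eye lay within the WT range. A mislabelled sample is argued against by Prdm16, which separates the genotypes by a gap of at least 2.10 on the log2 scale in each tissue, with 0 arrays at the level of the other genotype. Against the WT mice of their own slide, all 8 knockout mice in the hypothalamus and 6 of 7 in the eye lay lower, so part of the overlap lies between slides. A spread between mice in the remaining Per3 probe signal stays open and was not tested.

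The genotype difference of Prdm16 was larger in the eye than in the hypothalamus by -1.28 on the log2 scale (standard error 0.17, adjusted p = 0.0015 from limma), and that of Espn (A_52_P469345) by -1.02 (standard error 0.15, adjusted p = 0.0073). These were the 2 probes past the threshold for a difference between tissues. With the slide as a block there were 3, with quantile normalization 1 and with normexp 0, where the Prdm16 difference was -0.94. Of 100 splits of the mice, 7 gave at least 2 such probes, so by these chance cannot be excluded for the count. Of the splits with the most probes, those with 528 and 486 put all arrays of slide 2 in 1 group and all of slide 4 in the other, and that with 59 put all of slide 4 in 1 group and 2 of 4 on slide 2. Among other splits within slides, which keep the number of arrays of each genotype on every slide, 2 of 100 (the real one included) gave as many, so chance can be excluded there. The value for Prdm16 argues against a sequence variant under the probe that would scale its signal by 1 factor in both tissues. A variant that leaves only a constant signal cannot be told apart from a loss of the transcript, since the knockout levels differed by -0.33 between the tissues and the WT levels by 0.95. The paper's qPCR on other eyes (Fig. 3C, values not analysed here) also reports lower Prdm16, but its reverse primer shares 15 of its 22 bases with the array probe, so it may meet the same variant. A tissue-dependent effect of the missing gene stays open and was not tested.

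Several probes past the adjusted threshold belong to genes outside Fig. 2B that the text of the paper does not discuss. In the hypothalamus these were 9330169L03Rik (at least 1.1-fold from the background level, A_52_P322119, adjusted p = 0.0043), AI428898 (-1.46, adjusted p = 0.00057), Dhrsx (-0.37, adjusted p = 0.040) and both probes of Noc2l (-0.36, adjusted p = 0.0077, and -0.53, adjusted p = 0.0028), each lower in all 8 knockout mice than in any WT mouse, and Pla2g2d (0.68, adjusted p = 0.011, higher in 8 of 8) and Rtn4rl2 (0.67, adjusted p = 0.040, higher than every WT mouse in 7 of 8). In the eye it was 9330169L03Rik (A_52_P683525, adjusted p = 0.026, lower in 7 of 7), which reversed under normexp. For 9330169L03Rik, A_52_P322119 was well above background on no knockout hypothalamus array and A_52_P683525 on no eye array, so no fold is given for the eye. With 1 mouse left out, Dhrsx and Rtn4rl2 passed the threshold in 3 of 16 fits each, and 9330169L03Rik in the eye in 5 of 14, while AI428898, Noc2l, Pla2g2d and 9330169L03Rik in the hypothalamus passed it in all.

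AI428898 lies in the region of chromosome 4, and the paper's data files place Dhrsx, Noc2l and 9330169L03Rik there too. Pla2g2d lies on chromosome 4 at 138337867, outside the region, and Rtn4rl2 on chromosome 2 at 84720564. For the genes of the region, a strain variant against the reference and an effect of the missing Per3 gene cannot be told apart. Probes of 1 gene disagreed more there than elsewhere (one-sided permutation p = 0.0002 in the eye and 0.0001 in the hypothalamus, the smallest the permutations can give), but larger fold changes widen that spread by themselves, and few genes elsewhere changed. Slides and low signal are argued against for the region as a whole, where 14 of 18 calls (a probe called in both tissues is counted in each) stayed past the threshold with the slide as a block and 18 of 18 were well above background on all arrays of a genotype. A strain variant and an effect of the missing gene stay open, as does a change of local chromatin by the inserted cassette, which the paper does not exclude. For Pla2g2d and Rtn4rl2 no explanation was tested.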

How the results depend on the processing

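The fits that leave out 1 mouse, the probes counted where the paper's data files place them, the slide as a block between tissues, quantile normalization with a false-positive limit of 0.1, permutation within slides and the slide means taken out of the correlations were chosen after the results were seen, and all other alternatives before the data were examined. A count is said to move when it changed by more than 1.5 times. Unless stated, the cause was not tested.

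Prdm16 kept its direction and stayed past the threshold under every alternative that gives a test. The log2 fold change was between -4.16 and -3.55 in the eye and between -2.87 and -2.61 in the hypothalamus under the alternatives set before the data were examined, and between -4.19 and -4.07 and between -2.93 and -2.80 with 1 mouse left out. Per3 kept its direction under every alternative and in both tissues. In the hypothalamus it passed the adjusted threshold under quantile normalization (-0.52), with only probes well above background (-0.51), with array weights (-0.55), with 7 mice per genotype (-0.56) and in 2 of 16 fits with 1 mouse left out, and not under the others. The cause was not tested. Among the other named genes, 670 comparisons were made for 72 values, leaving out group medians, which give no test. Of these, 587 kept their direction and side of the threshold, 49 lost and 6 gained the threshold, and 27 without a call moved by more than their spread or changed sign. With the labels permuted within slides, the exact p of Per3 was 0.0093 in the eye, against 0.092 over all arrays, and 0.0015 in the hypothalamus. Only 9330169L03Rik in the eye reversed, to 0.22 under normexp, where its signal is at background. The median log2 fold change of all eye probes was 0.18 under normexp.

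The numbers of probes over 2-fold depended most on dim signals. In the eye the count of 68 (37 higher and 31 lower) became 5 under normexp (4 higher and 1 lower), 18 with only probes well above background and 18 with a floor on dim signals (12 higher and 6 lower in both), 114 with the replicate block and 196 with group medians. Array weights gave 92 (64 higher and 28 lower). In the hypothalamus the count of 71 (33 higher and 38 lower) became 5 under normexp (1 higher and 4 lower), 10 with only probes well above background (6 higher and 4 lower) and 13 with a floor (8 higher and 5 lower). By construction the filter and the floor remove differences between signals near background, and the cause of the other moves was not tested. With 1 mouse left out, the count was between 89 and 120 in the eye and between 73 and 93 in the hypothalamus. The eye count moved by more than 1.5 times with 5 of the mice, to 120 without knockout mouse 4, 113 without WT mouse 8, 106 without WT mouse 7, 105 without knockout mouse 5 and 103 without knockout mouse 7.

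At an adjusted p under 0.05, the 8 probes of the eye became 4 under normexp and the 17 of the hypothalamus 10, and the cause was not tested. All other alternatives but the replicate block gave 6 to 9 and 13 to 20. With 1 mouse left out there were 6 to 8 and 12 to 16. Of the splits into random groups, 2 that follow the slides gave more probes in the eye than the genotypes did. Of these, 1 group held all arrays of slides 1 and 2 and 1 of 4 on slide 3 (4501 probes), or all of slide 3 and 3 of 4 on slide 4 (96 probes). With the slide as a block the genotypes differed in 9 probes in the eye and 13 in the hypothalamus.

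Mice of the same replicate number in different genotypes varied together in part. The median correlation of their deviations from the group means was 0.523 in the eye, against 0.298 for other pairs on the same slide, and 0.107 in the hypothalamus, against 0.253. It was 0.00139 for the lowest pair in the eye and -0.204 in the hypothalamus, so the numbers were not taken as pairs. With the replicate block, 1 probe in the eye and 5 in the hypothalamus passed the adjusted threshold, and 4 of the 18 calls in the region were kept. The block uses up degrees of freedom, and the cause was not tested further.

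The numbers of probes in the region were not counted with 1 mouse left out. They stayed within 1.5 times under every other alternative for the 20 of lowest p (11 to 16 in the hypothalamus and 11 to 15 in the eye by the positions in the array files) and for the eye's 50 of highest score (11 to 19). In the hypothalamus the 14 of 50 became 22 with only probes well above background and 23 with a floor. The 17 genes of the region in either list became 27 with each, and the 10 probes shared by the tissues became 5 under normexp. The cause was not tested.

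The rank product counts moved with most settings. The 72 probes of the eye became 149 with only probes well above background, 117 with a floor, 44 with the authors' log2 values, 181 with false positives under 0.1, 13 with false positives under 0.01, and 223 with quantile normalization and a limit of 0.1. The 306 probes of the hypothalamus became 137 with the authors' log2 values, 684 and 77 with the limits of 0.1 and 0.01, and 775 with quantile normalization and a limit of 0.1. The moves with the limit follow by construction, and the cause of the others was not tested. With 1 mouse left out the counts were 52 to 109 in the eye, the highest without WT mouse 8, and 192 to 332 in the hypothalamus, with 192 without WT mouse 3 and 197 without knockout mouse 6.

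The 2 probes that differed between the tissues became 1 with quantile normalization and 0 with normexp, and the 2 relations with Per3 within a genotype became 0 with quantile normalization. The cause was not tested. They also became 0 with the slide means taken out, by construction, since the exact p cannot go below 0.125 there. Group medians give no adjusted p and no ranking by p, and 7 mice per genotype changes nothing in the eye, so these give no value there. The signal over background limits the results, since 20.3% of the values in the eye and 23.8% in the hypothalamus lie below the lowest signal that was well above background.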

Differences from the paper's values

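The alternative that combines quantile normalization with a false-positive limit of 0.1, the fits that leave out 1 mouse, and the slide means taken out of the correlations, were chosen after the results were seen. The other alternatives were set before the data were examined.

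In the eye, the paper's text gives 47 probes lower by more than 2-fold in knockout mice, and 31 were found here. The difference is under 1.5 times with quantile normalization (38), the replicate block (64) and the authors' log2 values (32). It stays larger with normexp (1), only probes well above background (6), a floor on dim signals (6), the unpaired test of the methods (31), the slide block (31), group medians (99) and array weights (28). The paper's own list for the eye (Supplementary Data File S1) holds 43 probes higher and 32 lower in knockout mice. The authors' log2 values give the paper's totals of 75 and 74 probes over 2-fold, and the paper's split of 35 higher and 39 lower in the hypothalamus.

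For the rank products in the eye, the paper's values are 226 probes, 103 of them higher and 123 lower in knockout mice, and 194 genes. The values here are 72 probes, 29 higher and 43 lower, and 70 genes. For the hypothalamus the paper's values are 775 probes, 299 higher and 476 lower, and 672 genes, and the values here are 306 probes, 152 higher and 154 lower, and 300 genes. Table S2 gives 27 genes in common to these 2 lists alone as the paper's value, and Prdm16 and Tnfrsf14 under the overlap that also includes the expression trait list, so that the paper's lists share 29 genes. Here 7 were found, these 2 among them. The paper's text names no limit on false positives.

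Of the alternatives, a limit of 0.1 brings the eye to 181 probes, 105 higher, and 174 genes, and the hypothalamus to 684 probes, 364 higher and 324 lower, and 665 genes, with 22 shared genes, all within 1.5 times of the paper's values. The 79 lower probes in the eye stay apart from the 123 of the paper's text, and no other alternative set before the data were examined comes closer than that. In these data the paper's own eye list holds 103 lower and 123 higher probes. This gap thus depends on the directions given in the text, and 79 is within 1.5 times of 103. Within 1.5 times are also the higher probes of the eye with only probes well above background (100) and a floor (82), the genes of the eye with only probes well above background (132), and the higher probes of the hypothalamus with quantile normalization (217), only probes well above background (220) and a floor (224). The matches of 217, 220 and 224 rest on the directions given in the text. In these data the paper's own hypothalamus list holds 477 higher and 298 lower probes. All other pairs of a value and an alternative stay apart, among them every value with a limit of 0.01 or with the authors' log2 values. Quantile normalization with a limit of 0.1, which was chosen after seeing the values, gives 223 probes in the eye (116 higher and 110 lower) and 775 in the hypothalamus (474 higher and 305 lower), of which 220 and 768 are on the paper's lists, and 28 shared genes.

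The paper's text describes more rank product probes as lower than as higher in knockout mice in both tissues. Over the probes of the paper's own lists, these data give 123 higher and 103 lower in the eye and 477 higher and 298 lower in the hypothalamus, so that the majority was higher in both.

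The paper lists the 17 genes of Fig. 2B as differentially expressed, by a score without a threshold on the adjusted p. Of these, 16 are among the genes of the region in either list of 50 here. C1qtnf12, Per3, Rnf207, Rpl22, Spsb1 and Tnfrsf14 did not pass the adjusted threshold in either tissue in the main analysis by limma. Per3 passed it in the hypothalamus under quantile normalization (-0.52), with only probes well above background (-0.51), with array weights (-0.55), with 7 mice per genotype (-0.56) and in 2 of 16 fits with 1 mouse left out. Rpl22 passed it in the eye (-0.36 in each case) under quantile normalization, with only probes well above background, with a floor on dim signals and in the unpaired test of the methods, and Tnfrsf14 in the eye with only probes well above background and with the slide block (1.54 in both), and in 1 of 14 fits with 1 mouse left out. C1qtnf12, Rnf207 and Spsb1 passed it under no alternative. The paper describes the relation of the cluster genes to Per3 as mostly positive from the direction of the genotype differences. It also reports correlations with Per3 across BXD strains. The relations computed here are between mice of 1 genotype, so they are an unlike measure on other samples. Between mice of 1 genotype, 30 of 64 relations were positive, and under the alternatives 36 with normexp, 30 with the authors' log2 values and 28 with quantile normalization. With the slide means taken out, which was chosen after the values were seen, 37 of 64 were positive, with a median r of 0.11.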

Other observations

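The tests of slides and low signal in the cluster, of liver RNA in 1 eye sample and of other splits within slides were chosen after the results were seen.

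The genotype differences on distal chromosome 4 lie on both sides of Per3 and go in both directions. Among probes well above background on every array of the tissue and with an unadjusted p under 0.01, 16 were lower and 11 higher in the eye and 27 lower and 11 higher in the hypothalamus. Across the 160 probes of the region measured in both tissues, the fold changes of the tissues had r = 0.80 (rho = 0.40), against 0.13 (rho = 0.09) across all other probes, and probes are not independent replicates. Between 140 and 148 Mb, 0 probes reached that p in either tissue. A strain variant against the reference, carried on a segment around the targeted gene, is a candidate explanation. If the variant lies under a probe, it predicts that probes of 1 gene disagree. A variant on the segment that changes the whole transcript does not predict this. The spread between them was larger in the region than elsewhere (one-sided permutation p = 0.0002 in the eye and 0.0001 in the hypothalamus, the smallest the permutations can give), but larger fold changes widen it by themselves and few genes elsewhere changed, so this does not tell a strain variant against the reference from regulation by Per3. Counting only probes well above background on every array of the tissue, of the genes with several such probes and 1 at p under 0.01, 10 in the eye and 14 in the hypothalamus, 6 in each tissue had another probe with p over 0.05. In 1 and 4 of these genes such probes had opposite signs. Transcripts that change in part would also make probes disagree, and no sequence of the mice was analysed here.

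A difference between slides as the whole cause is argued against, since 14 of the 18 calls in the region stayed past the threshold with the slide as a block (6 of 7 in the eye and 8 of 11 in the hypothalamus). Low signal near background is argued against for the 18, since all 18 were well above background on all arrays of a genotype. Regulation by Per3 and a strain variant both stay open and cannot be told apart here. The paper also leaves open that the inserted cassette itself changed the local chromatin. The arrays cannot tell this apart from the other 2 explanations. The real split gave the most probes of the region of all 100 splits (1 of 100, the real one) in the lists of 50 and of 20 in both tissues. The region was drawn around genes that the paper listed from these same arrays and the real split. The splits thus cannot exclude chance for the counts in the region. As many probes shared between the tissues came from 2 of 100 splits, so chance can be excluded for that count. Among 100 other splits within slides, which keep the number of arrays of each genotype on every slide, the real split alone gave as many for each of the 5 counts.

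Of 100 splits of the mice, 1 gave as many probes at an adjusted p under 0.05 as the genotypes in the hypothalamus and 3 in the eye, so chance can be excluded for both counts. For the probes over 2-fold it cannot, as 78 of 100 splits gave as many in the hypothalamus and 100 of 100 in the eye. It cannot for the rank products either, with 93 of 100 in the hypothalamus and 100 of 100 in the eye. Other splits within slides gave the same answers. As many probes at an adjusted p under 0.05 came from 1 of 100 in each tissue, as many over 2-fold from 72 of 100 in the hypothalamus and 94 of 100 in the eye, and as many rank product probes from 90 of 100 in each. On simulated data with no change and the spread of each probe kept, the rank product called 1164 and 841 probes. The simulated noise was independent between arrays and held no slide effects, unlike the real arrays. The other splits within slides gave a median of 403 and 150.

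Low signal near background may account for many of the probes over 2-fold without a small p. At most 7 of 14 arrays were well above background for 47 of the 68 probes of the eye, and at most 8 of 16 for 57 of the 71 of the hypothalamus. All 8 probes of the paper's eye list and all 3 of its hypothalamus list that are not over 2-fold here have a spot that was left out here because of the scanner software's marks.

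The first principal component took 39.5% of the variance in the eye and 18.0% in the hypothalamus. The slide explained 96.8% and 81.4% of it and the genotype 0.0248% and 0.352%.

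Choroid plexus genes were among the hypothalamus differences, with 6 of the list on the paper's rank product list. RNA from choroid plexus in the hypothalamic block is a candidate explanation, since the 10 markers rose and fell together across mice of 1 genotype (mean r across pairs of genes 0.89, reached by 0 of 10000 random lists). Ttr was highest in knockout mouse 4, 4.98 above the median mouse. All 10 are well above background in every hypothalamus array, so the hypothalamus block holds these transcripts in all mice. All 10 were higher in knockout mice (mean log2 fold change 0.51), but they vary together, and a shift of the list beyond the spread between mice was not shown (exact permutation p = 0.53, 0 genes at an unadjusted p under 0.05 from limma). In the eye their mean r was 0.12.

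For glandular and ocular surface genes among the eye differences, 5 of 10 are on the paper's rank product list. RNA from ocular surface or glands in the whole eye is a candidate explanation, with a mean r of 0.55 within a genotype, reached by 0 of 10000 random lists. Of the 10, 7 were well above background in every eye array. The list was highest in knockout mice 4 and 5, with Reg3g 3.35 and Ltf 2.01 above the median mouse, and 9 of 10 were higher in knockout mice (mean log2 fold change 0.77). These vary together too, and a shift of the list beyond the spread between mice was not shown (exact permutation p = 0.13, 0 genes at an adjusted p and 1 at an unadjusted p under 0.05 from limma). In the hypothalamus the mean r was 0.12. Skeletal muscle and adipose genes also moved together in the eye (0.86 and 0.79) and not in the hypothalamus (-0.01 and 0.02). Of the 8 adipose genes in the hypothalamus, 3 passed the threshold adjusted over the list alone (Adipoq, Plin1 and Ucp1) and 0 over all probes by limma, where Plin1 alone of these was well above background on every array. The pituitary genes had a mean r of 0.34 in the eye. The clock genes had 0.02 in the eye and 0.06 in the hypothalamus.

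Liver genes moved together in both tissues, with a mean r of 0.71 in the eye, where knockout mouse 2 was highest for 9 of 11 (Alb 5.52 and Mup1 5.18 above the median mouse), and 0.69 in the hypothalamus, where knockout mouse 7 was highest for 10 of 11. For the cytochrome P450 genes among the eye differences, RNA from liver in the eye sample of one knockout mouse is a candidate explanation. The mean log2 fold change of the 7 genes was 0.85 with knockout mouse 2 and 0.61 without it (exact permutation p = 0.15 and 0.28), so liver RNA in that sample and an effect of genotype cannot be told apart from the spread between the 7 mice of a group. Cyp1a1 lay 1.42 below the median of the other arrays in that mouse. The fold changes of Cyp1a1 and Cyp2e1 did not fall without it (1.02 to 1.28 and 0.95 to 0.97). These 2 genes thus do not go with liver RNA in that sample. Without that mouse the fold changes of Cyp2j5 (0.85 to 0.05), Cyp3a25 (0.81 to 0.25) and Cyp7a1 (0.65 to 0.32) fell most. Those of Cyp2b9 (0.79 to 0.66) and Cyp2b13 (0.87 to 0.77) fell less. The mean of the 6 genes outside the liver list followed the liver list across the knockout mice (r = 0.92, exact permutation p = 0.0038, and 0.79 with p = 0.076 without knockout mouse 2) and not across the WT mice (r = 0.09, p = 0.85). A shift of the liver list beyond the spread between mice was not shown. Its mean log2 fold change was 0.46 in the eye (exact permutation p = 0.62) and -0.09 in the hypothalamus (exact permutation p = 0.87). In each tissue 0 genes of the list had an unadjusted p under 0.05 from limma. An effect of genotype on liver-type genes within that spread stays open.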
